# Immunoregulatory Actions of Epithelial Cell PPAR γ at the Colonic Mucosa of Mice with Experimental Inflammatory Bowel Disease

**DOI:** 10.1371/journal.pone.0010215

**Published:** 2010-04-20

**Authors:** Saroj K. Mohapatra, Amir J. Guri, Montse Climent, Cristina Vives, Adria Carbo, William T. Horne, Raquel Hontecillas, Josep Bassaganya-Riera

## Abstract

**Background:**

Peroxisome proliferator-activated receptors are nuclear receptors highly expressed in intestinal epithelial cells (IEC) and immune cells within the gut mucosa and are implicated in modulating inflammation and immune responses. The objective of this study was to investigate the effect of targeted deletion of PPAR γ in IEC on progression of experimental inflammatory bowel disease (IBD).

**Methodology/Principal Findings:**

In the first phase, PPAR γ flfl; Villin Cre- (VC-) and PPAR γ flfl; Villin Cre+ (VC+) mice in a mixed FVB/C57BL/6 background were challenged with 2.5% dextran sodium sulfate (DSS) in drinking water for 0, 2, or 7 days. VC+ mice express a transgenic recombinase under the control of the Villin-Cre promoter that causes an IEC-specific deletion of PPAR γ. In the second phase, we generated VC- and VC+ mice in a C57BL/6 background that were challenged with 2.5% DSS. Mice were scored on disease severity both clinically and histopathologically. Flow cytometry was used to phenotypically characterize lymphocyte and macrophage populations in blood, spleen and mesenteric lymph nodes. Global gene expression analysis was profiled using Affymetrix microarrays. The IEC-specific deficiency of PPAR γ in mice with a mixed background worsened colonic inflammatory lesions, but had no effect on disease activity (DAI) or weight loss. In contrast, the IEC-specific PPAR γ null mice in C57BL/6 background exhibited more severe inflammatory lesions, DAI and weight loss in comparison to their littermates expressing PPAR γ in IEC. Global gene expression profiling revealed significantly down-regulated expression of lysosomal pathway genes and flow cytometry results demonstrated suppressed production of IL-10 by CD4+ T cells in mesenteric lymph nodes (MLN) of IEC-specific PPAR γ null mice.

**Conclusions/Significance:**

Our results demonstrate that adequate expression of PPAR γ in IEC is required for the regulation of mucosal immune responses and prevention of experimental IBD, possibly by modulation of lysosomal and antigen presentation pathways.

## Introduction

Inflammatory bowel disease (IBD), with its two clinical manifestations Crohn's Disease (CD) and Ulcerative Colitis (UC), is a chronic gastrointestinal disorder associated with disruption of the balance between gut commensal bacteria and host responses at the mucosa. The mucosal barrier consists of epithelial tight junctions regulated by cytokines and the underlying immune cell network. Damage to the mucosal barrier is considered sufficient for causing intestinal inflammation. On the other hand, commensal bacteria dampen inflammation via nucleocytoplasmic redistribution of peroxisome proliferator-activated receptor (PPAR) γ and RelA subunit of transcription factor NF-κB [1]. A working model of IBD starts with alterations of the epithelial barrier followed by innate immune responses against the gut microbiota. Later changes involving lymphocytes drive the tissue damage associated with the disease [1].

PPAR γ, a member of the nuclear receptor group of transcription factors, not only regulates lipid and carbohydrate metabolism, but has been recognized as playing an important role in the immune response through its ability to down-modulate the expression of inflammatory cytokines and to direct immune cell differentiation towards anti-inflammatory phenotypes [2], [3]. PPAR γ is highly expressed in the intestinal epithelium, immune cells and adipocytes, and regulates a number of genes participating in metabolism, proliferation, signal transduction, and cellular motility [4].

In an experimental model of IBD, activation of PPAR γ by conjugated linoleic acid, abscisic acid or other agonists suppresses gut inflammatory lesions, weight loss and inflammatory mediator expression [4], [5], [6], [7], [8]. Most notably, the PPAR γ agonist rosiglitazone showed therapeutic efficacy in humans with UC [9], [10]. However, rosiglitazone and other drugs belonging to the thiazolidinedione (TZD) class of anti-diabetic drugs are unlikely to be adopted for the treatment of IBD because of their significant side effects (i.e., fluid retention, hepatotoxicity, weight gain and congestive heart failure) and a U.S. Food and Drug Administration (FDA)-mandated “black box warning” for rosiglitazone and pioglitazone. Thus, understanding the role of PPAR γ in each cell type involved in the pathogenesis of IBD is critical for the informed development of novel, safer and more efficacious therapeutic and prophylactic agents against IBD. We have previously used a cre-lox recombination system to characterize the immune modulatory actions of PPAR γ in mice with a targeted deletion in both immune and epithelial cells (i.e., MMTV-Cre) [3], [8] or T cells (i.e., CD4-Cre) [11]. Others have shown that mice lacking PPAR γ in the colonic epithelium displayed increased susceptibility to dextran sodium sulfate (DSS)-induced experimental IBD, histological lesions and elevated levels of the pro-inflammatory cytokines IL-6, IL-1β, TNF-α [12]. The objective of this study was to use a systems approach for investigating the underlying mechanisms by which the deletion of PPAR γ in IEC modulates the severity of experimental IBD, immune cell distribution and global gene expression.

## Results

### Effect of the deficiency of PPAR γ ****in IEC and mouse strain on susceptibility to DSS-induced colitis

To examine the affect of IEC-specific PPAR γ deficiency and mouse strain on colitis severity VC+ and VC- mice in a mixed FVB/C57BL/6 background were treated with 2.5% DSS for 0, 2, or 7 days. Figure 1A illustrates the deletion of PPAR γ in the duodenum, jejunum, ileum, cecum and colon of VC+ mice as well as in IEC isolated from these tissues (Figure 1B). The results show that the deletion is more efficient in the large intestine (i.e., cecum and colon), compared to small intestine. Unlike findings reported by Adachi and colleagues, we found no significant differences in disease activity (DAI) or body weight loss between groups (Figure 2A-B). However, the targeted deletion of IEC PPAR γ in mice with a C57BL/6 background resulted in significant weight loss and disease activity in comparison to mice expressing PPAR γ in IEC (Figures 2C-D).

**Figure 1:**
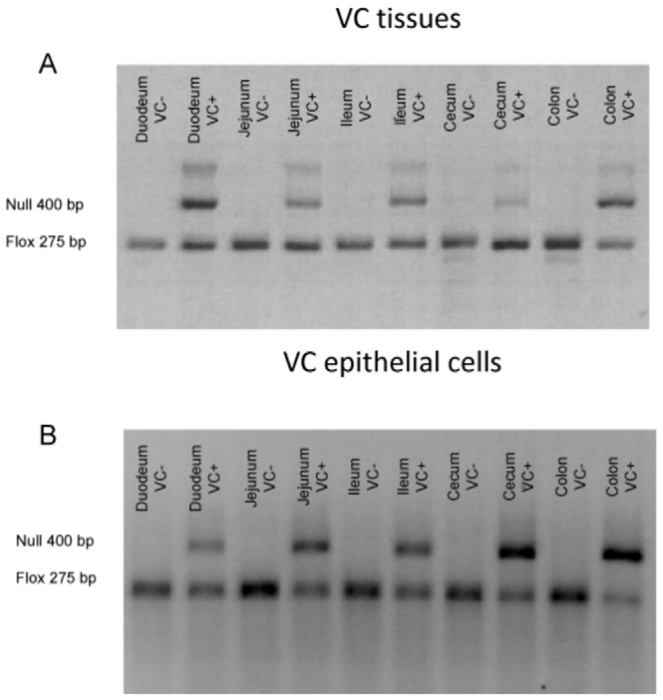
Genotyping of PPAR γ flfl; Villin Cre+ (VC+) and Villin Cre- (VC-) control mice. Conditional deletion of the PPAR γ gene via Villin Cre-mediated recombination was examined in mouse intestine by PCR analysis. The floxed (fl) allele at 275 bp and the null allele at 400 bp. (A) Left to right: depicts fl/fl in homogenized whole duodenum, jejunum, ileum, cecum and colon without recombination (VC-) (*lanes 1, 3, 5, 7 and 9*) or with recombination (VC+) (*lanes 2, 4, 6, 8 and 10*). (B) Left to right: depicts fl/fl in epithelial cells isolated from duodenum, jejunum, ileum, cecum and colon without recombination (VC-) (*lanes 1, 3, 5, 7 and 9*) or with recombination (VC+) (*lanes 2, 4, 6, 8 and 10*).

**Figure 2:**
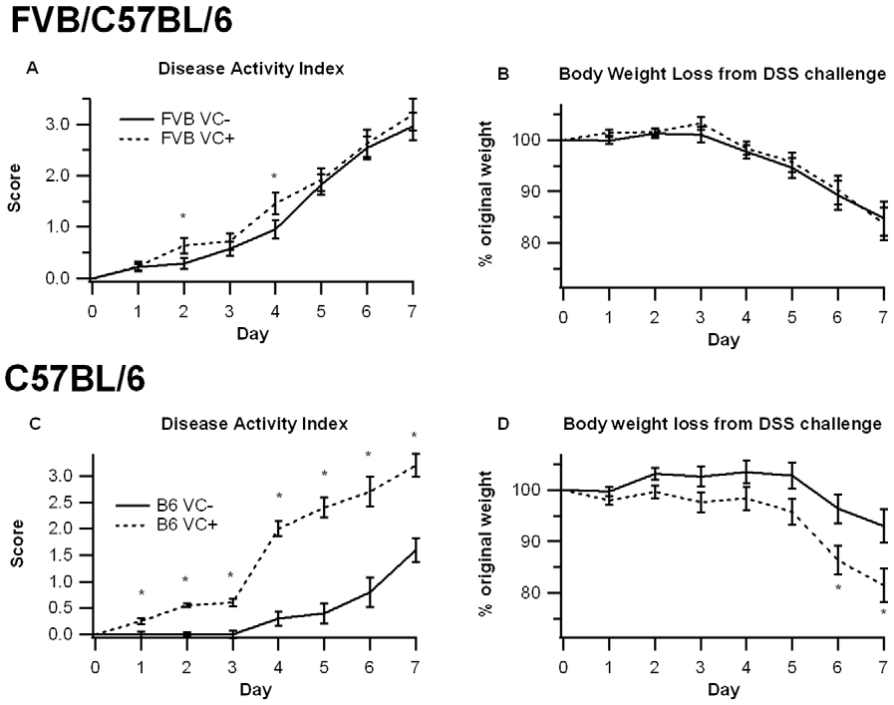
Effect of epithelial cell-specific PPAR γ deletion on disease severity. PPAR γ flfl; Villin Cre+ (VC+) or PPAR γ flfl; Villin Cre- (VC-) mice in a mixed FVB/C57BL/6J (FVB) or C57BL/6J (B6) background were treated with 2.5% dextran sodium sulfate (DSS) or water (no DSS) for 7 days. The disease activity index (DAI), a composite score reflecting clinical signs of the disease (i.e. perianal soiling, rectal bleeding, diarrhea, and piloerection) was assessed daily (A and C) and the average daily loss in body weights (B and D) throughout the 7-day DSS challenge was calculated. Data are represented as mean ± standard error. Points with an asterisk are significantly different (*P*<0.05).

Despite there being no significant differences in either disease activity or body weight between FVB VC- and FVB VC+ mice, there were significant differences observed at the histopathological level. FVB VC+ mice had significantly greater leukocyte infiltration, and erosion of the mucosal epithelium was significantly worsened in comparison to the control VC- mice (Figure 3). VC+ mice with a pure C57BL/6 background showed significantly greater signs of macroscopic inflammation in the spleen, colon, and MLN than VC- mice (Figures 3F-H). In line with the DAI the enhanced inflammation was evident at day 2 and was significantly exacerbated at day 7 of the DSS challenge.

**Figure 3:**
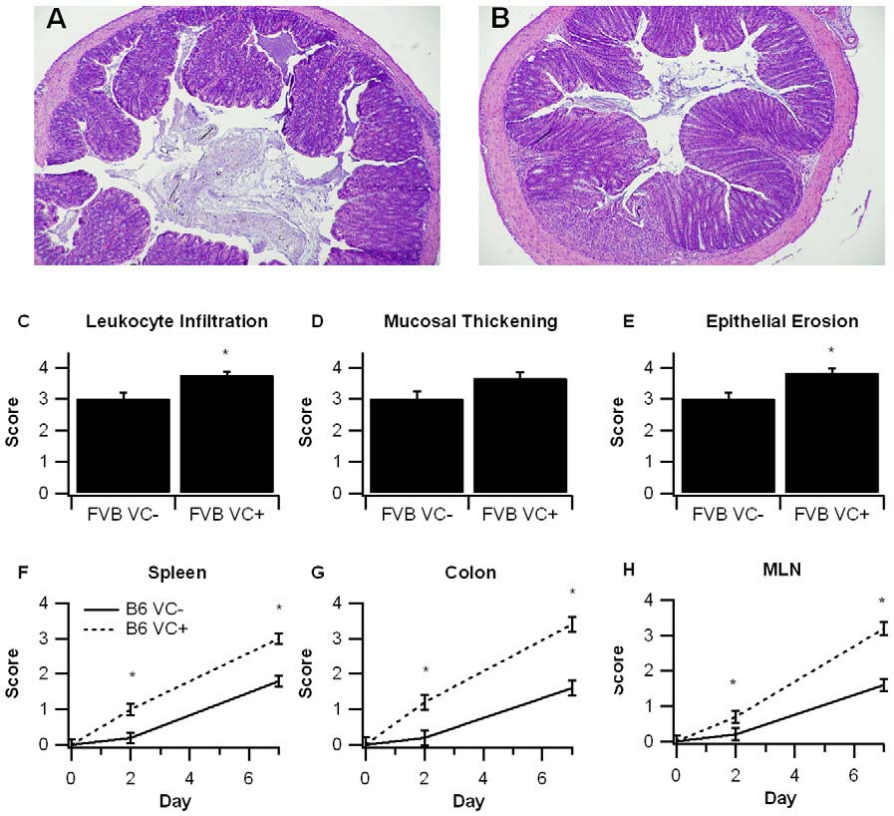
Effect of intestinal epithelial cell-specific PPAR γ deletion on colon histopathology and inflammation. PPAR γ flfl; Villin Cre+ (VC+) or PPAR γ flfl; Villin Cre- (VC-) mice with a mixed FVB/C57BL6/J (FVB) or C57BL6/J (B6) background were treated with 2.5% dextran sodium sulfate (DSS) or water (no DSS) for 7 days. Representative photomicrographs of colonic samples from VC- (A) and VC+ (B) FVB mice with DSS colitis (Original magnification, 40×). Colonic specimens from FVB mice underwent blinded histological examination and were scored (1–4) on leukocyte infiltration (C), and mucosal wall thickening (D), and epithelial erosion (E) on day 7 of the challenge. In B6 mice spleen (F), colon (G), and mesenteric lymph nodes MLN (H) were scored based on macroscopic signs of inflammation on days 2 and 7. Data are represented as mean ± standard error. Points with an asterisk are significantly different (*P*<0.05).

### Mice expressing PPAR γ in IEC have greater percentages of CD4+IL10+ T cells in MLN

To assess whether the targeted deficiency of IEC PPAR γinfluences the phenotype of immune cells we performed flow cytometric analyses on cells isolated from the spleen, blood, and MLN. Our analysis indicated that the deficiency of IEC PPAR γ in FVB mice had no significant impact on the percent of CD4+ or CD8+ T cells in any of the tissues analyzed (Figure 4). There was a numerical trend towards increased F4/80+CD11b+ macrophages/monocytes in the spleen and blood on days 2 and 7, respectively, though these data were not statistically significant.

**Figure 4:**
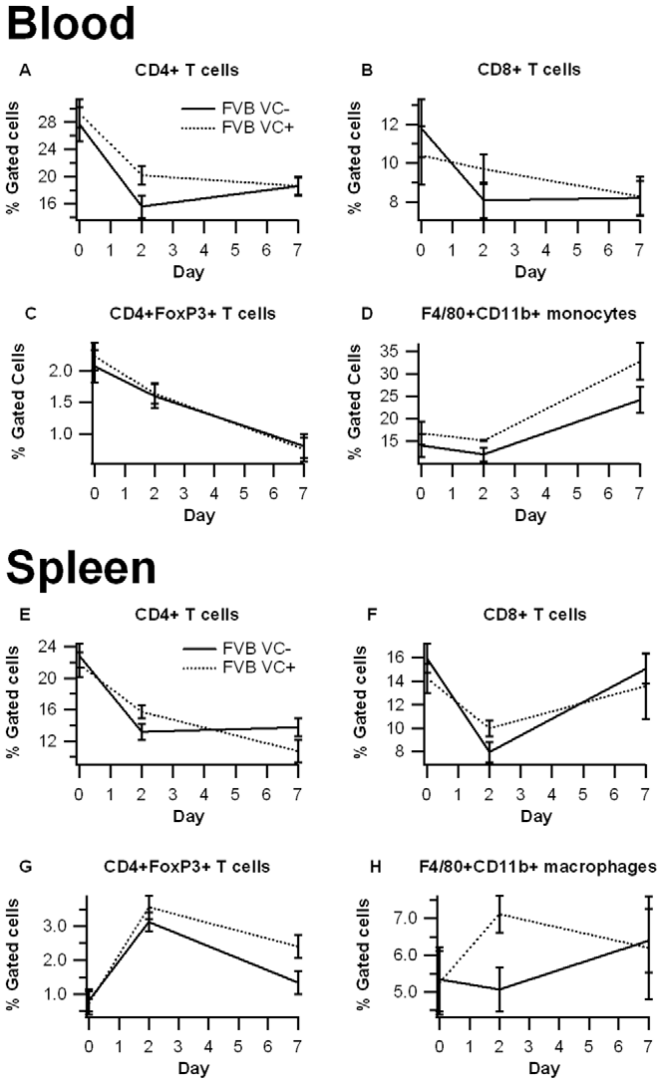
Effect of epithelial cell-specific PPAR γ deletion on immune cell subsets in blood and spleen in FVB/C57BL/6J mice. Blood (A–D) and spleen (E–H) from PPAR γ flfl; Villin Cre+ (VC+) or PPAR γ flfl; Villin Cre- (VC-) mice with a mixed FVB/C57BL/6J background (FVB) were immunophenotyped. Data were collected on days 0, 2, and 7 of DSS challenge and were analyzed with FACS Diva software. Data are represented as mean ± standard error. There were no statically significant differences between groups (*P*<0.05).

In the MLN we also observed no significant differences between FVB VC+ and FVB VC- mice in overall percent of immune cells, but there were some distinct phenotypic differences amongst the CD4+ and F4/80+CD11b+ populations (Figure 5). First, the percentage of IL10-expressing CD4+ T cells was higher in the VC- than the VC+ mice. Second, the percent of macrophages expressing MHC II was significantly elevated in the VC+ mice.

**Figure 5:**
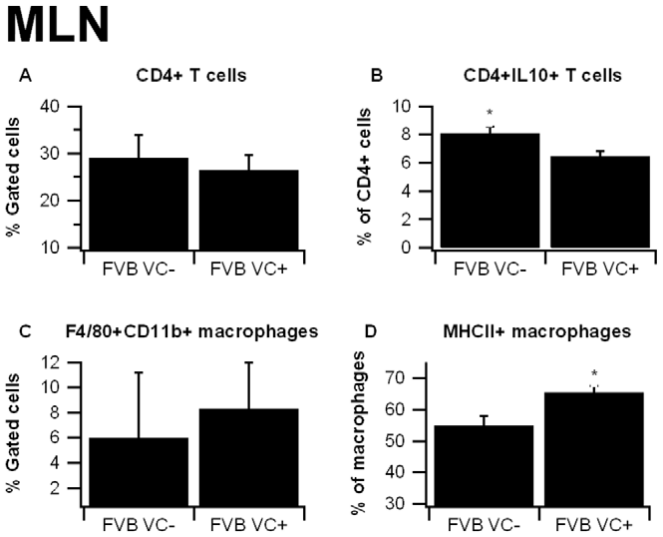
Effect of epithelial cell-specific PPAR γ deletion on immune cell subsets in mesenteric lymph nodes in FVB/C57BL/6J mice. Mesenteric lymph nodes (MLN) from PPAR γ flfl; Villin Cre+ (VC+) or PPAR γ flfl; Villin Cre- (VC-) mice with a mixed FVB/C57BL/6J background (FVB) were immunophenotyped to identify immune cell subsets by flow cytometry. Data were collected on days 0, 2, and 7 of DSS challenge and were analyzed with FACS Diva software. Data are represented as mean ± standard error. Points with an asterisk are significantly different (*P*<0.05).

Similar to the mixed FVB strain, there were no significant differences in F4/80+CD11b+, CD4+, or CD8+ immune cell subsets between B6 VC+ and B6 VC- mice (Figure 6). Interestingly, however, macrophages residing in the spleens of B6 VC+ mice expressed significantly more toll-like receptor-4 (TLR-4) on day 7, and expression of CD11c trended to significance. CD4+ T cells from B6 VC+ mice also expressed significantly more IL-4 on day 0, but this difference was absent on days 2 and 7. Also similar to the FVB strain, MHC II expression was up-regulated in MLN-derived F4/80+CD11b+ macrophages in B6 VC+ mice.

**Figure 6:**
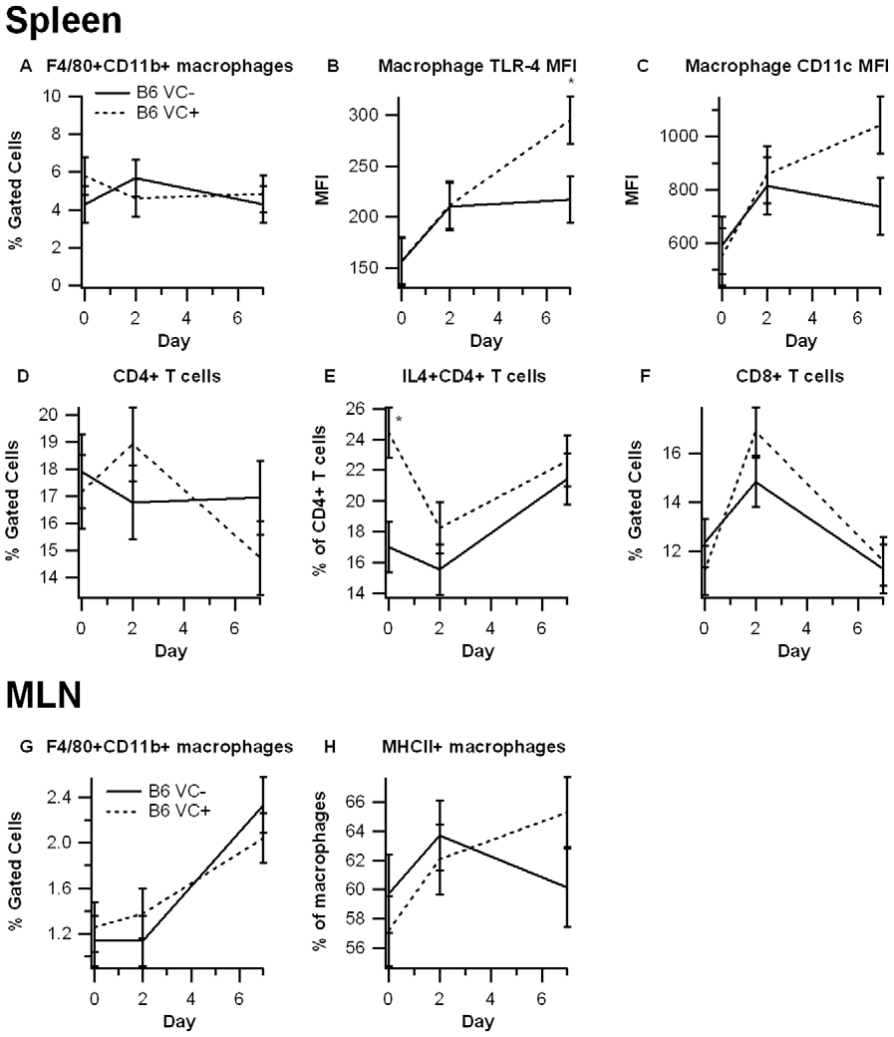
Effect of epithelial cell-specific PPAR γ deletion on immune cell subsets in spleen and mesenteric lymph nodes in C57BL/6J mice. Spleen (A–F) and mesenteric lymph nodes (MLN) (G–H) from PPAR γ flfl; Villin Cre+ (VC+) or PPAR γ flfl; Villin Cre- (VC-) mice with a C57BL/6J background (B6) were immunophenotyped to identify immune cell subsets through flow cytometry. Data were collected on days 0, 2, and 7 of DSS challenge and were analyzed with FACS Diva software. Data are represented as mean ± standard error. Points with an asterisk are significantly different (*P*<0.05).

### Global gene expression analysis in the colonic mucosa of VC- and VC+ mice with DSS colitis

Pairwise comparisons revealed very few genes being modulated in the colonic mucosa after 2 days of DSS challenge. 

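Gene expression was measured in RNA from homogenized colonic tissue on 22 Affymetrix mouse expression arrays. They cover VC- mice at days 0, 2 and 7 of 2.5% DSS (3, 3 and 4 arrays) and VC+ mice at the same days (3, 5 and 4 arrays). The authors processed the arrays with GC-RMA, which corrects the background, normalizes the arrays together and gives 1 log2 value per probe set. The log2 values run from 0.58 to 16.76, and the array medians from 3.41 to 3.55. Of all values, 41.7% lie under a log2 value of 3, where probe sets of genes with little or no transcript sit. From these values, 1 probe set was kept for each of 18194 genes, and the more variable genes, 9097 in number, were tested with limma in a single fit of the 6 groups. All limma tests were two-sided, with Benjamini-Hochberg adjustment within each comparison and a threshold of 0.05. The labels do not say whether each array is a separate mouse, so the p-values measure the spread between samples. Prss2, a trypsinogen made by the pancreas, had a log2 signal of 14.81 in VC- day 0 replicate 3, 15.98 in VC- day 7 replicate 2 and 12.47 in VC+ day 7 replicate 4, against 3.18 to 3.59 on the other 19 arrays. Xist, which is transcribed from the inactive X chromosome of females, had a signal above 8 on 6 of the 14 arrays of days 0 and 2 and on none of the 8 arrays of day 7. Hoxb13, a gene of the most distal gut, ranged from 7.29 to 9.67 in VC- mice at day 0, from 2.88 to 3.08 in VC- mice at day 2, from 2.88 to 12.42 in VC+ mice at day 0 and from 3.07 to 12.42 in VC+ mice at day 2.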

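At day 2 of DSS, genes of the crypt base and of Wnt signaling were lower than at day 0 in VC+ mice, while few single genes passed the test in either genotype. Hoxb13 was 3.09 and 2.88 on VC+ day 0 replicates 2 and 3, and 9.45 to 12.42 on VC+ day 2 replicates 1, 3, 4 and 5. VC+ day 0 replicate 1 (12.42) and VC+ day 2 replicate 2 (3.07) went the other way. Position along the colon and the day of DSS thus partly go together in VC+ mice. The expression of 1 gene fell in VC- mice, and in VC+ mice 1 gene rose and 4 fell. With array quality weights 1287 genes were called in VC+ mice, and with only the groups compared in the fit both counts were higher. An unadjusted p under 0.05 was reached by 417 genes in VC- mice and by 598 in VC+ mice, where chance alone gives 455 of the genes tested. Of 17 crypt base and Wnt target genes, which mark the stem cell zone of the crypt, Ascl2, Axin2 and Ephb3 fell in VC+ mice (9 when adjusted over the list alone). The median log2 fold change of these 17 genes was -1.15 in VC+ mice, lower than the rest of the genes (camera, adjusted p = 4.96e-14, and adjusted p = 0.0308 with an estimated correlation). In VC- mice the median was -0.33, and none of the 17 passed limma's test, with 0 also when adjusted over the list alone. The responses of this list differed between genotypes by a median of -0.67 (camera, adjusted p = 0.000159), a difference lost with an estimated correlation (adjusted p = 0.255). The 33 DNA replication genes had a median of -0.78 in VC+ mice, with none called over all genes and 20 lower when adjusted over the list alone (camera, adjusted p = 6.45e-21, and adjusted p = 0.144 with an estimated correlation). The 32 mitosis genes had a median of -1.40, with none called in either way (camera, adjusted p = 1.17e-16, and adjusted p = 0.276 with an estimated correlation). In VC- mice the day 2 means of both lists, relative to the mean over all arrays (log2), were also lower on replicates 1 and 2. For DNA replication, replicates 1, 2 and 3 had -0.05, -0.09 and 0.51, against 0.28 to 0.67 at day 0. For mitosis they had -0.27, -0.72 and 0.75, against 0.67 to 0.97, so a fall in VC+ mice alone was not shown. The count of 5 genes in VC+ mice became 19 without VC+ day 0 replicate 1, 0 without VC+ day 0 replicate 2 or VC+ day 2 replicate 5, 3 without VC+ day 2 replicate 2 and 2 without VC+ day 2 replicate 1, 3 or 4, and the count of 1 in VC- mice became 2 without VC- day 0 replicate 1 and 3 without VC- day 2 replicate 1 or 3.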

In the VC- mice, 1 gene was differentially expressed in the DSS-treated group compared to mice that did not receive DSS. 

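The gene called here was Agr3, a protein disulfide isomerase of epithelial cells (chromosome 12). Its log2 signal in VC- mice was 4.43 ± 0.62 (SD, n = 3) at day 0 and 2.37 ± 0.02 (SD, n = 3) at day 2. This is a log2 fold change of -2.06 (standard error 0.27, adjusted p = 0.00421), and every day 2 array was lower than every day 0 array. Hoxb13 was also high on all 3 VC- arrays of day 0 and low on all 3 of day 2, so position along the colon and the day of DSS go together in this comparison. In VC+ mice the signal was 2.47 ± 0.23 (SD, n = 3) at day 0 and 2.60 ± 0.44 (SD, n = 5) at day 2, a log2 fold change of 0.13 (standard error 0.25, adjusted p = 0.998). Agr3 was thus low in VC+ mice before DSS, with a difference from VC- mice of -1.95 at day 0 (standard error 0.27, adjusted p = 0.00885). Its signal in VC+ mice at both days, and in VC- mice at day 2, was near the background, so the fall in VC- mice is a lower bound, and the difference between the day 2 responses (2.19, standard error 0.37, adjusted p = 0.0486) restates the difference at day 0. The fall of Agr3 in VC- mice passed the test whichever of the 6 arrays was left out (highest adjusted p = 0.0445, without VC- day 0 replicate 3), but not without the 3 arrays with Prss2 signal (adjusted p = 0.0991). The difference at day 0 was lost without 3 of 6 arrays in turn (highest adjusted p = 0.102, without VC+ day 0 replicate 3), and that between the day 2 responses without 10 of 14 (highest adjusted p = 0.207, without VC- day 0 replicate 3).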

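Ascl2, Axin2, Ephb3, Ikzf3 and Insig1 were the genes that changed between day 0 and day 2 in VC+ mice. Ascl2, a transcription factor of intestinal stem cells (chromosome 7), fell from a log2 signal of 5.94 ± 0.53 (SD, n = 3) to 3.34 ± 0.03 (SD, n = 5), a log2 fold change of -2.60 (standard error 0.40, adjusted p = 0.0146). Its day 2 signal hardly varied between arrays and may lie near the background, in which case the fall is a lower bound. Axin2, a target and brake of Wnt signaling (chromosome 11), fell from 6.82 ± 0.14 to 4.96 ± 0.15, a log2 fold change of -1.86 (standard error 0.27, adjusted p = 0.0132). Ephb3, a receptor that positions cells in the crypt (chromosome 16), fell from 4.50 ± 0.16 to 3.13 ± 0.32 (adjusted p = 0.0411). Ikzf3, a lymphocyte transcription factor (chromosome 11), fell from 4.94 ± 0.33 to 3.04 ± 0.24 (adjusted p = 0.0411). Insig1, a brake on sterol synthesis (chromosome 5), rose from 8.98 ± 0.65 to 10.62 ± 0.36 (adjusted p = 0.0333). In VC- mice the log2 fold changes of Ascl2 and Axin2 were -1.28 and -0.80. None of the 5 responses was shown to differ between genotypes, with interaction adjusted p of 0.732 for Ascl2, 0.591 for Axin2, 0.816 for Ephb3, 0.128 for Ikzf3 and 0.459 for Insig1 (2 other genes passed limma's test of the day 2 interaction and 588 had an unadjusted p under 0.05). Without VC+ day 0 replicate 2 none of the 5 passed (adjusted p = 0.177 for Axin2 to 0.444 for Ephb3 and Insig1). In all, leaving out arrays in turn ended the call of Ascl2 and Axin2 for 2 of 8 arrays, of Insig1 for 5, of Ikzf3 for 7 and of Ephb3 for 8.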

For the same comparison in VC+ mice, 5 genes were shown to have a different expression pattern at day 2 compared to day 0 (Figure S1). However DSS changed the expression of a larger set of 1020 genes at the later time point, day 7. Out of these 1020 genes, 877 genes were differentially expressed in VC- mice only; 38 genes in VC+ mice only and 105 genes differentially expressed in both genotypes (Figure S2).

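By day 7 Saa3, S100a8, S100a9, Mmp3, Cxcl1 and Lcn2 had risen strongly in both genotypes. In VC- mice 503 genes rose and 460 fell, and in VC+ mice 120 rose and 39 fell. Saa3, an acute phase protein (chromosome 7), rose from a log2 signal of 4.86 ± 1.03 (SD, n = 3) to 14.46 ± 1.38 (SD, n = 4) in VC- mice, a log2 fold change of 9.6 (standard error 1.05, adjusted p = 0.000114), and by 7.20 in VC+ mice (adjusted p = 0.0011). S100a8 and S100a9, the subunits of neutrophil calprotectin, rose by 7.97 and 8.28 in VC- mice and by 9.16 and 9.31 in VC+ mice. The matrix metalloproteinase Mmp3 rose by 7.73 and 8.03, the neutrophil chemokine Cxcl1 by 6.46 and 6.57, and the antibacterial lipocalin Lcn2 by 6.05 and 7.21, in VC- and VC+ mice respectively. The day 0 signals of S100a8 and S100a9, and of Mmp3 in VC+ mice, were near the background, so these rises are lower bounds. The rises of Saa3, S100a8, S100a9, Mmp3 and Lcn2 passed the test in both genotypes whichever array was left out. Of 24 macrophage and monocyte markers, 20 rose in VC- mice (23 when adjusted over the list alone) and 11 in VC+ mice (23 when adjusted over the list alone). Of 9 neutrophil markers, 5 rose and 1 fell in VC- mice, and 4 rose in VC+ mice. Of 26 extracellular matrix and wound repair genes, 12 rose in VC- mice and 5 in VC+ mice (22 and 8 when adjusted over the list alone). The largest falls with no overlap between day 0 and day 7 arrays in VC- mice were those of Nxpe2 of the neurexophilin family (-4.78), A4gnt, which builds mucin glycans (-4.43), the estrogen-regulated Greb1 (-4.18) and the muscle gene Smpx (-4.05). These falls passed the test without any array for Smpx, while Nxpe2 and A4gnt lost it without 6 of 7 arrays (highest adjusted p = 0.0991 and 0.124) and Greb1 without 2 of 7 (highest adjusted p = 0.0557), each without VC- day 0 replicate 3.
The count in VC- mice became 520, 240 and 127 genes without VC- day 0 replicates 1, 2 and 3, and 2599, 384, 433 and 496 without VC- day 7 replicates 1, 2, 3 and 4. That in VC+ mice became 83, 61 and 53 without VC+ day 0 replicates 1, 2 and 3, and 55 without VC+ day 7 replicate 4. It rose to 353 without VC- day 7 replicate 2, an array of the other genotype in the same fit. Without the 3 arrays with Prss2 signal the counts were 177 in VC- and 190 in VC+ mice, and among arrays without Xist signal they were 48 and 2. With only the groups compared in the fit they were 3 and 46, so the larger count in VC- mice also depends on the model. With a term for Hoxb13, chosen after seeing the data, the counts were 525 in VC- and 167 in VC+ mice. Hoxb13 was 7.29 to 9.67 on the VC- day 0 arrays and 3.81, 2.86, 3.03 and 9.62 on VC- day 7 replicates 1, 2, 3 and 4. Position along the colon and the day of DSS thus partly go together in VC- mice.

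**Figure D1:**
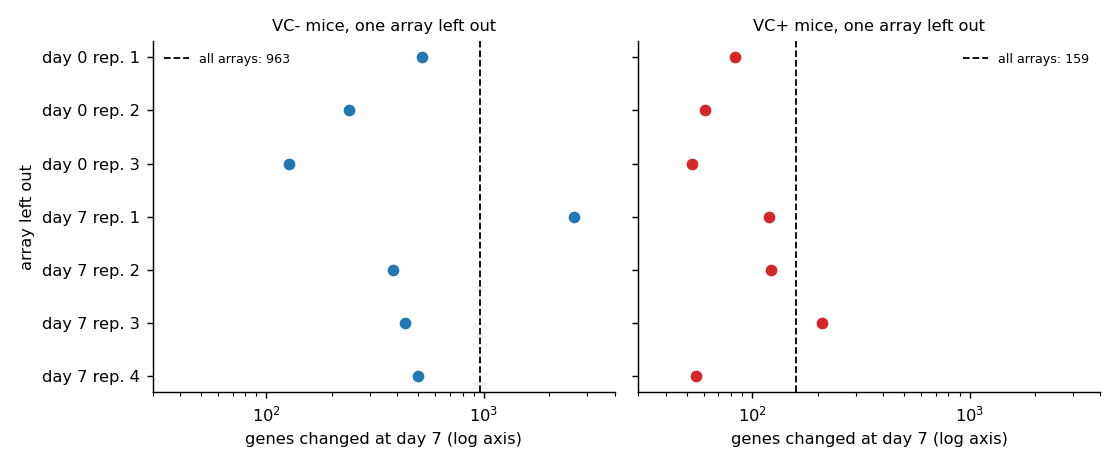
Number of genes changed at day 7 of DSS in VC- and VC+ mice (log axis) when 1 array was left out, each point named by the array. The dashed lines mark the counts with all arrays, 963 in VC- and 159 in VC+ mice; leaving out VC- day 7 replicate 1 gave 2599.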

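Most genes called in a single genotype moved the same way in the other genotype. Of 1014 genes called at day 7, 855 were called in VC- mice only (414 rose and 441 fell), 51 in VC+ mice only (31 rose and 20 fell) and 108 in both (89 rose and 19 fell, none in opposite directions), where chance gives 16.8 shared genes. Among the 855 genes, 744 (87.0%) had a fold change of the same sign in VC+ mice, as did 66.7% of all genes tested, with a median size of 1.35 in VC- mice and a median of 0.46 in that direction in VC+ mice, and 256 had an unadjusted p under 0.05 in VC+ mice. Among the 51 genes, 48 had the same sign in VC- mice, with a median size of 1.46 in VC+ mice and a median of 0.60 in that direction in VC- mice. The 108 shared genes had a median size of 2.87 in VC- mice and a median of 2.85 in that direction in VC+ mice, and 52 of them changed more in VC- mice. Across all genes tested, the log2 fold changes of both genotypes correlated with r = 0.646, a value across genes, which are not independent replicates. The differences in size for the 855 and 51 genes are not independent evidence, since a gene enters either group by passing the test in that genotype only. Leaving out each array in turn gave 63 (without VC- day 0 replicate 3) to 2449 (without VC- day 7 replicate 1) genes in VC- mice only, 7 (without VC+ day 0 replicate 2 or 3) to 213 (without VC- day 7 replicate 2) in VC+ mice only, and 46 (without VC+ day 0 replicate 3) to 150 (without VC- day 7 replicate 1) in both. Without the 3 arrays with Prss2 signal, 74 genes were called in VC- mice only, 87 in VC+ mice only and 103 in both.

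**Figure D2:**
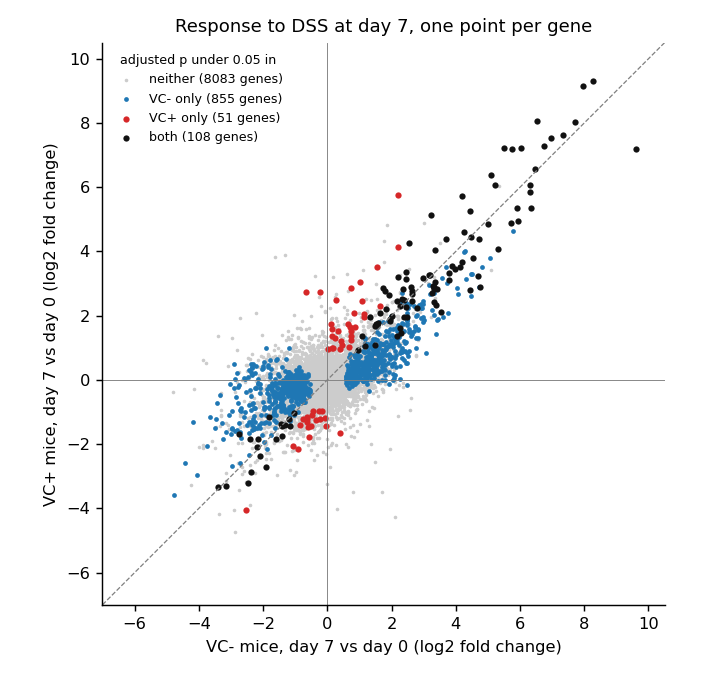
Log2 fold change of each gene tested at day 7 against day 0 in VC- mice (horizontal) and VC+ mice (vertical), colored by the genotype in which it was called; the dashed line marks equal change. The 108 genes called in both genotypes lie near the line, and most of the 855 genes called in VC- mice only lie on the same side of 0 in VC+ mice.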

### Pathways modulated after DSS challenge

Hypergeometric testing of the 877 genes differentially expressed on day 7 of DSS challenge in VC- mice revealed over-representation of six KEGG pathways: Lysosome, DNA Replication, p53 signaling and metabolic pathways (Tables S1, S2, S3, S4, S5, S6, Figures S3, S4, S5, S6, S7). 

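Gene lists written from general knowledge, with the paper at hand, stood in for the KEGG pathways, which were not used here. Among the 855 genes called in VC- mice only, 8 of the lists were over-represented (one-sided Fisher's exact test, adjusted over the lists). The lysosome list had 19 of its 82 tested genes among them, against 7.7 by chance (odds ratio 2.95, adjusted p = 0.00105 by the exact test). The DNA replication list had 11 of 33 (3.1 by chance, odds ratio 4.87), the pyrimidine metabolism list 16 of 61 (5.7 by chance, odds ratio 3.47), and the amino sugar and nucleotide sugar metabolism list 12 of 37 (3.5 by chance, odds ratio 4.68). The p53 signaling list had 10 of 48 (4.5 by chance, odds ratio 2.56, exact adjusted p = 0.0493). The macrophage and monocyte markers had 10 of 24 (2.3 by chance, odds ratio 6.95, exact adjusted p = 0.00094), a smaller p than that of the lysosome list. Cathepsins had 5 of 13 (1.2 by chance, exact adjusted p = 0.0262), 4 of them genes of Table S2, and extracellular matrix and wound repair genes 7 of 26 (2.4 by chance, exact adjusted p = 0.0386). Part of the lysosome genes are also transcribed at high levels in macrophages, and Cd68 is on both lists. The lysosome, DNA replication, pyrimidine, amino sugar and p53 lists hold nearly all genes of Tables S2 to S6, and the cathepsins 4 of Table S2, which the study chose because they changed in VC- mice on these samples, so their counts are partly fixed beforehand and are not independent evidence of over-representation.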

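Lysosomal genes had a positive median fold change at day 7 in VC- mice, which 1 of the 4 arrays did not share. Of 82 genes of the lysosome list, 19 rose and 2 fell (26 rose and 2 fell when adjusted over the list alone, which is not independent evidence for the members that Table S2 names), with a median log2 fold change of 0.51, and 62 of the 82 were positive. The mean of the list on VC- day 7 replicate 1 was -0.11, near the day 0 arrays (-0.25 to -0.14), against 0.425, 0.26 and 0.24 on replicates 2, 3 and 4, where macrophage and monocyte markers were also higher (2.10, 1.01 and 1.35, and -0.08 on replicate 1). The list was higher than the rest of the genes in VC- mice (camera, adjusted p = 5.28e-07), a call lost with an estimated correlation (adjusted p = 0.299). Its genes moved up on balance (fry, adjusted p = 0.0049), a test that compares them with no other genes. In VC+ mice the median was -0.02 and the mean 0.10, with 39 of 82 positive (camera, adjusted p = 0.567). The difference between the responses had a median of -0.37 (camera, adjusted p = 5.88e-07), which was lost with an estimated correlation (adjusted p = 0.468) and not reached by fry (adjusted p = 0.199). Part of it lies at day 0, where the list was higher in VC+ mice by a median of 0.15, with no overlap of the array means (camera, adjusted p = 0.00737, and adjusted p = 0.888 with an estimated correlation). Without the genes of Tables S2 to S6 the list passed camera's preset test in VC- mice (adjusted p = 0.00103), but not with an estimated correlation (adjusted p = 0.525), a test added after these results were seen. The number of its genes that rose in VC- mice became 8, 5 and 3 without VC- day 0 replicates 1, 2 and 3, and 35, 9, 10 and 10 without VC- day 7 replicates 1, 2, 3 and 4, and was 5 without the 3 arrays with Prss2 signal.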

One pathway (lysosome, KEGG Id: 04142) was found to be significantly associated with effect of DSS. 

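Of the 21 probe sets of lysosomal genes in Table S2, 19 had a positive log2 fold change in VC- mice at day 7, and those of the adaptor subunits Ap3m1 and Ap1s3 had a negative one (-1.47 and -2.09). The median was 0.94, with a range from -2.09 to 2.97, the highest value being that of the cysteine protease Lgmn. The filter kept 17 of the probe sets, and all 17 were called in VC- mice (15 rose and 2 fell), which is not independent evidence since the study chose them on these samples. The count became 6, 5 and 1 without VC- day 0 replicates 1, 2 and 3, 8, 9 and 10 without VC- day 7 replicates 2, 3 and 4, and 3 without the 3 arrays with Prss2 signal. Without VC- day 7 replicate 2 the median was 0.78.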

For most of the genes examined, gene expression signals were measured to be higher at day 7 compared to day 0 in VC- mice (positive log-fold change in Table S2). 

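In VC+ mice the log2 fold changes of the Table S2 lysosomal probe sets ran from -0.47 to 1.81, with a median of 0.32. All 21 were smaller in size than in VC- mice, and 17 had the same sign. None of the 17 tested was called in VC+ mice by limma (smallest adjusted p = 0.105, for Lgmn). The difference between the responses had an unadjusted p under 0.05 for 9 of the 21, and of the 17 tested none passed the adjusted limma test (smallest adjusted p = 0.580). Since the probe sets were chosen because they passed the test in VC- mice, a smaller value in VC+ mice is not independent evidence of a difference.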

Corresponding log-fold changes for VC+ mice were also recorded for comparison purpose and were found to be smaller in magnitude and statistically non-significant. KEGG pathway lysosome (Id: 04142) was obtained and colored according to fold-change of gene expression in VC- mice. Many genes belonging to this pathway are observed to be up-regulated in this pathway (Figure S3). 

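Lysosomal proteases, proton pump subunits and glycosidases were among the genes that rose at day 7 in VC- mice. Lgmn, an asparaginyl endopeptidase, rose from a log2 signal of 7.98 ± 0.20 (SD, n = 3) to 10.96 ± 1.34 (SD, n = 4), a log2 fold change of 2.97 (standard error 0.53, adjusted p = 0.00359), and passed the test whichever array was left out. Laptm5, a membrane protein of immune cell lysosomes, rose by 2.55 (standard error 0.54, adjusted p = 0.0101), and by 0.92 in VC+ mice, where it did not pass (interaction adjusted p = 0.583). Cd68, a macrophage lysosomal glycoprotein, rose by 3.32 in VC- mice (adjusted p = 0.0101). The proton pump subunits Atp6v0a1 and Tcirg1 rose by 1.40 and 0.84, and the sphingolipid activator Psap by 0.94. The glycosidases Gusb, Man2b1, Manba and Hexa rose by 1.17, 0.82, 0.80 and 0.75. Other calls were lost without single arrays while the fold changes kept their direction (from 2.16 to 3.04 for Laptm5, 0.67 to 0.84 for Hexa, 0.69 to 0.97 for Man2b1 and 0.69 to 0.93 for Manba), those of Tcirg1 and Psap without 6 and 5 of 7 arrays in turn. Without VC- day 0 replicate 3 the adjusted p was 0.0666 for Laptm5, 0.118 for Atp6v0a1, 0.122 for Psap, 0.177 for Tcirg1, 0.0852 for Hexa, and 0.0869 for Man2b1 and Manba, and without VC- day 0 replicate 2 it was 0.0504 for Cd68.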

Gene expression in the DNA replication pathway (KEGG Id: 03030) was found to be significantly down-regulated in VC- mice (Table S3, Figure S4). 

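DNA replication and mitosis genes had negative median fold changes at day 7 in VC- mice, and VC- day 7 replicate 1 did not share the fall. Of 33 DNA replication genes, 11 fell in VC- mice and none rose (17 fell when adjusted over the list alone, which is not independent evidence for the 11 genes of Table S3), with a median log2 fold change of -0.94 and a single positive value. Prim1, the catalytic primase subunit (chromosome 10), fell from a log2 signal of 8.98 ± 0.27 (SD, n = 3) to 6.61 ± 1.29 (SD, n = 4), a log2 fold change of -2.37 (standard error 0.56, adjusted p = 0.0175), with a change of -0.51 in VC+ mice (interaction adjusted p = 0.580). The clamp loader Rfc4 fell by 2.16 (adjusted p = 0.0169), the polymerase subunit Pola1 by 2.02 (adjusted p = 0.0236), the helicase subunit Mcm7 by 1.21 (adjusted p = 0.0462) and the sliding clamp Pcna by 0.85 (adjusted p = 0.0379). In VC+ mice the list had a median of 0.22 with 28 of 33 positive and none called (camera, adjusted p = 0.0417, and adjusted p = 0.901 with an estimated correlation), and VC+ day 7 replicate 3 went the other way, with a mean of -0.35 against 1.10, 0.65 and 0.625 on the other 3. The list was lower than the rest of the genes in VC- mice (camera, adjusted p = 1.74e-08), a call lost with an estimated correlation (adjusted p = 0.416). The difference between the responses had a median of 1.18 (camera, adjusted p = 1.22e-16), also lost with an estimated correlation (adjusted p = 0.468). Of 32 mitosis genes, Nusap1, Ccnb2, Bub1 and Cdca3 fell in VC- mice (25 when adjusted over the list alone), with a median of -1.83, against 0.47 in VC+ mice, where all 32 were positive and none was called (camera for the difference, adjusted p = 3.75e-17, and adjusted p = 0.570 with an estimated correlation).
VC- day 7 replicate 1 had the highest mean of DNA replication genes of its group, level with the lowest day 0 array (0.27 and 0.28), and the number called became 22 without it. Its mean of the mitosis genes was 1.19, above the 0.67, 0.67 and 0.97 of the day 0 arrays, against -1.86, -2.03 and -0.72 on the other 3. The calls of Nusap1, Ccnb2, Bub1 and Cdca3 were each lost without 6 of 7 arrays in turn (highest adjusted p = 0.1305, 0.1421, 0.1357 and 0.1691). Without VC- day 0 replicate 3 the adjusted p was 0.0869 for Prim1, 0.0903 for Rfc4, 0.107 for Pola1, 0.143 for Mcm7 and 0.160 for Pcna. The number called became 7, 1 and 0 without VC- day 0 replicates 1, 2 and 3, 3, 3 and 5 without VC- day 7 replicates 2, 3 and 4, and 0 without the 3 arrays with Prss2 signal.

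**Figure D3:**
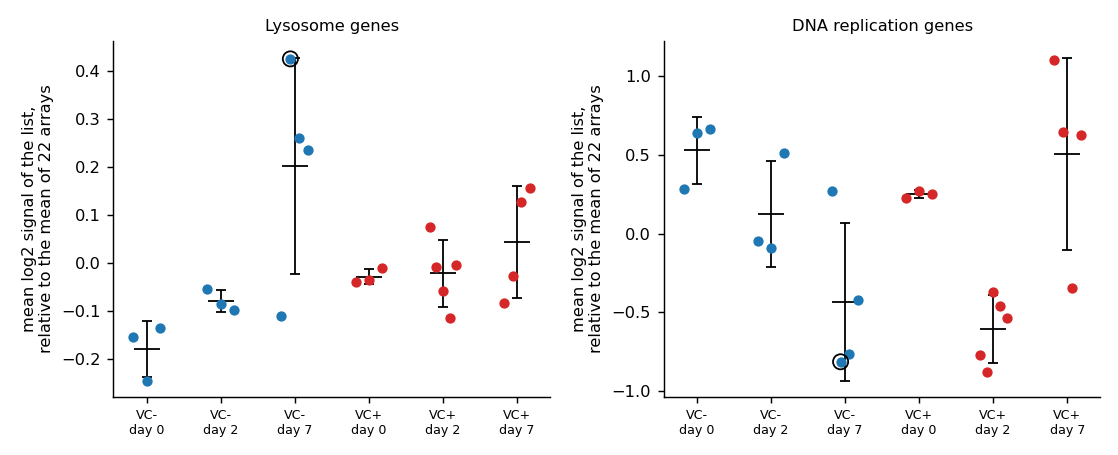
Mean of the lysosome list and of the DNA replication list on each array, relative to the mean over all arrays (log2), by genotype and day, with group mean and SD. The open ring is VC- day 7 replicate 2; For DNA replication in VC- mice the day 7 means were 0.27 on replicate 1 and -0.81, -0.77 and -0.42 on replicates 2, 3 and 4, against 0.28, 0.64 and 0.67 on the day 0 arrays.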

Metabolic (KEGG Ids: 00520, 00240) and signaling (KEGG Id: 04115) pathways were significantly modulated in VC- mice, with heterogeneity regarding direction of differential expression within the same pathway (Tables S4, S5, S6, Figures S5, S6, S7).

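More genes of pyrimidine metabolism fell than rose in VC- mice at day 7, while the amino sugar and p53 lists went both ways. Of 61 pyrimidine metabolism genes, 3 rose and 14 fell (4 and 25 when adjusted over the list alone), with a median log2 fold change of -0.62. Thymidine kinase Tk1 fell by 2.44 (standard error 0.61, adjusted p = 0.0241), dihydroorotate dehydrogenase Dhodh by 1.74 (standard error 0.36, adjusted p = 0.00979) and Dut, which removes dUTP, by 1.66 (adjusted p = 0.0185), while CTP synthase Ctps rose by 2.46 (adjusted p = 0.00359). In VC+ mice Tk1 changed by 0.31 and Dhodh by -0.08, and neither passed the test. The pyrimidine list was lower than the rest of the genes in VC- mice (camera, adjusted p = 5.20e-05, and adjusted p = 0.416 with an estimated correlation). Of 37 amino sugar and nucleotide sugar genes, 5 rose and 8 fell (6 and 11 when adjusted over the list alone), with a median of -0.38 (camera, adjusted p = 0.522). The sialic acid lyase Npl rose by 2.32 (adjusted p = 0.00753), while Gne and Gfpt1, which start sialic acid and hexosamine synthesis, fell by 2.69 and 1.65 (adjusted p = 0.0391 and 0.0291), and by 1.58 and 1.20 without VC- day 7 replicate 2. On that array the mean of the amino sugar list was -0.99, while the other 3 (-0.095 to 0.08) lay within the range of day 0 (-0.105 to 0.125). Of 48 p53 signaling genes, 3 rose and 7 fell (4 and 9 when adjusted over the list alone), with a median of -0.20 (camera, adjusted p = 0.522). Gadd45b rose by 1.61 (adjusted p = 0.0144), and the kinase Chek2 and the cyclin Ccne2 fell by 0.99 and 2.74 (adjusted p = 0.00919 and 0.0307). The counts over each list alone are not independent evidence for genes of Tables S4, S5 and S6. The changes of Dhodh, Ctps and Npl passed the test whichever array was left out, and those of Tk1, Dut, Gne, Gfpt1, Gadd45b, Chek2 and Ccne2 were lost without VC- day 0 replicate 3 (adjusted p = 0.118, 0.0991, 0.155, 0.131, 0.0948, 0.0604 and 0.118).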

### Colonic gene expression by real-time RT-PCR

Adachi et al [12] reported that IEC-specific PPAR γ knock-out mice displayed reduced expression of the PPAR γ target genes Plin2 (ADRP), Fabp2 (FABP) and enhanced expression of pro-inflammatory genes after DSS challenge. We observed the trends in gene expression to be in the same direction as reported by them (Figure 7). Additionally, Fabp2 (FABP) was significantly reduced in VC+ mice compared to VC- mice. 

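None of the differences between VC+ and VC- mice in Plin2, Fabp2, Tnf, Il6 and Il1b passed a test. Of the 15 comparisons (5 genes at 3 days), none passed limma's test over all genes or over these comparisons alone (smallest adjusted p = 0.277 over the comparisons), where 2 had an unadjusted p under 0.05. The exact two-sided permutation tests gave adjusted p values of 0.3 to 0.8 over the 15 comparisons. The cytokine genes Il6 and Il1b and the lipid droplet gene Plin2 responded to DSS at day 7 in VC- mice, and Il6 and Il1b also in VC+ mice. Pparg itself had a log2 signal of 9.61 ± 0.03 (SD, n = 3), 10.36 ± 0.55 (SD, n = 3) and 8.54 ± 1.00 (SD, n = 4) in VC- mice at days 0, 2 and 7, and of 8.65 ± 0.17 (SD, n = 3), 7.71 ± 1.18 (SD, n = 5) and 8.81 ± 1.88 (SD, n = 4) in VC+ mice. The differences were -0.96, -2.65 and 0.27 (adjusted p = 0.934, 0.242 and 0.862). No VC+ array reached the lowest VC- array at day 0 (8.83 against 9.58) or at day 2 (9.54 against 9.87). At day 7 VC+ replicates 1 and 2 (10.35 and 10.08) lay above every VC- array, while replicates 3 and 4 (8.54 and 6.26) did not. The annotation does not say which exons the probe set covers, so it stays open whether the values measure the deletion.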

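Fabp2, which encodes the intestinal fatty acid binding protein (chromosome 3), was lower in VC+ mice at days 0 and 2 without passing the tests. At day 0 its log2 signal was 14.09 ± 0.39 (SD, n = 3) in VC- and 12.73 ± 0.55 (SD, n = 3) in VC+ mice, a difference of -1.36 (standard error 0.97, adjusted p = 0.876). No array of VC+ mice reached the lowest of VC- mice (13.23 against 13.64; exact two-sided permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). At day 2 it was 14.32 ± 0.54 (SD, n = 3) in VC- and 12.55 ± 1.01 (SD, n = 5) in VC+ mice, a difference of -1.77 (standard error 0.87, adjusted p = 0.414; exact two-sided permutation test, p = 0.0714, where the smallest possible is 0.0179). At day 7 the difference was 0.31 (standard error 0.84, adjusted p = 0.863; exact p = 0.743), and it was -0.72 without VC- day 7 replicate 2 and 1.01 without VC+ day 7 replicate 4.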

Despite showing a significant increase in disease severity, there were no significant differences in the levels of inflammatory proteins IL-1β,IL-6, and IRAK-1, although IRAK-1 expression was numerically down-regulated on day 2 of DSS colitis in IEC-specific PPAR γ null mice (Figure 8).

**Figure 7:**
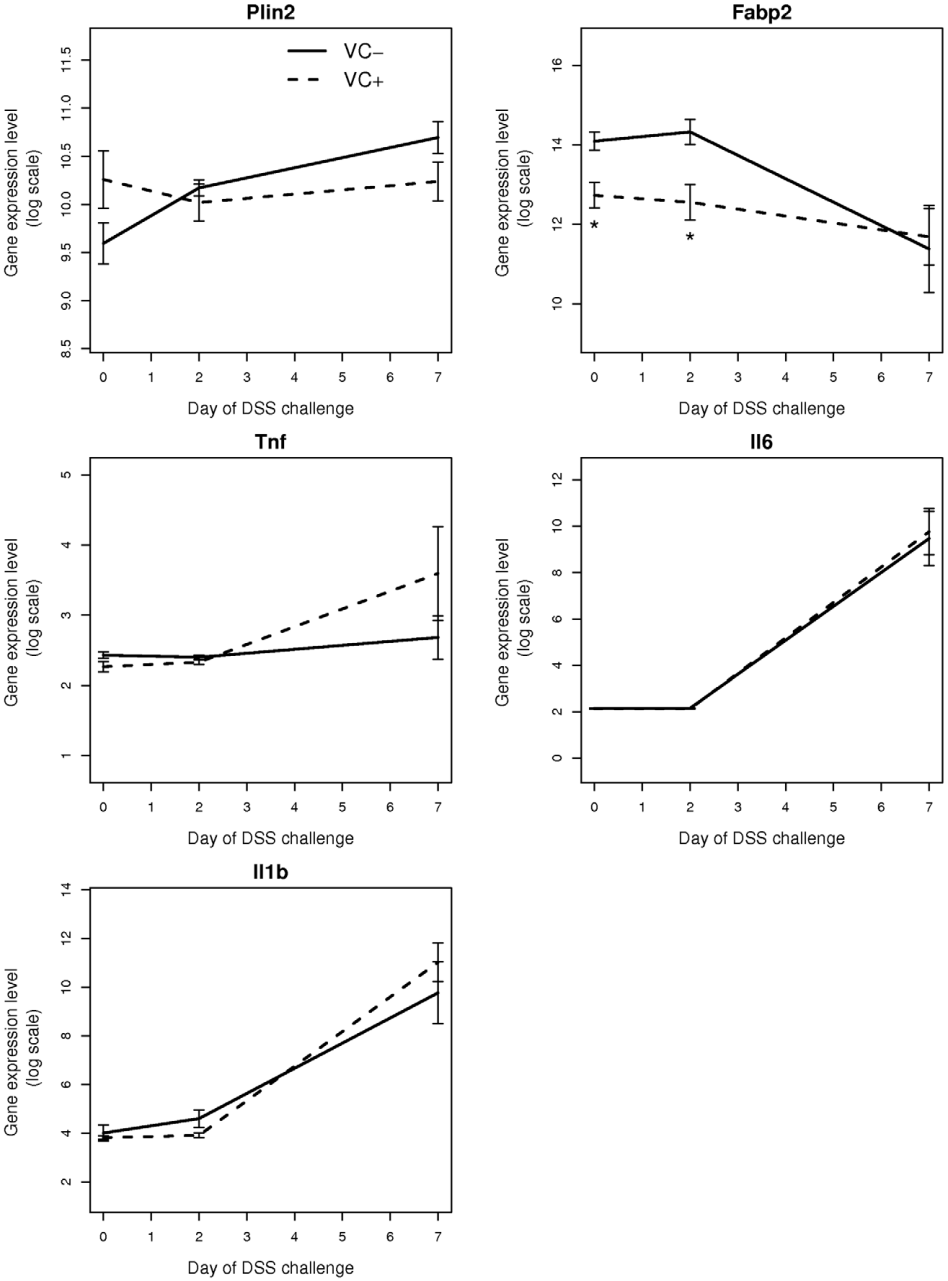
Effect of epithelial cell-specific PPAR γ deletion on target gene expression in colonic mucosa. Expression of PPAR γ targets Plin2 (ADRP), Fabp2 (FABP); and pro-inflammatory genes TNF-α, IL-6 and IL-1β in the colonic mucosa in VC- and VC+ mice at 0, 2 and 7 days after dextran sodium sulfate (DSS) challenge. Compared to VC- mice, VC+ mice show reduced expression of Plin2 (ADRP) at day 7 of DSS challenge and of Fabp2 (FABP) at earlier time points (days 0 and 2). Expression of pro-inflammatory genes TNF-α, IL-6 and IL-1β are increased in VC+ mice compared to VC- mice after DSS challenge. Statistical significance is indicated by asterisks (*P*<0.05).

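Plin2 encodes perilipin 2, a coat protein of lipid droplets (chromosome 4). At day 7 its log2 signal was 10.70 ± 0.33 (SD, n = 4) in VC- and 10.24 ± 0.41 (SD, n = 4) in VC+ mice, a difference of -0.46 (standard error 0.27, adjusted p = 0.403; exact two-sided permutation test, p = 0.143). At day 0 the signal was higher in VC+ mice, 10.26 ± 0.52 (SD, n = 3) against 9.59 ± 0.37 (SD, n = 3) in VC- mice, a difference of 0.66 (standard error 0.32, adjusted p = 0.75; exact p = 0.1). At day 2 the difference was -0.15 (adjusted p = 0.892; exact p = 0.536). From day 0 to day 7 Plin2 rose by 1.10 in VC- mice (standard error 0.30, adjusted p = 0.0307), where each day 7 array was above each day 0 array (exact two-sided permutation test, p = 0.0286, the smallest that 3 arrays against 4 allow), and in VC+ mice its log2 fold change was -0.02 (adjusted p = 0.989). The difference between these responses was -1.12 (adjusted p = 0.580). The rise in VC- mice was lost without 5 of 7 arrays in turn (highest adjusted p = 0.150, without VC- day 0 replicate 3).

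**Figure D4:**
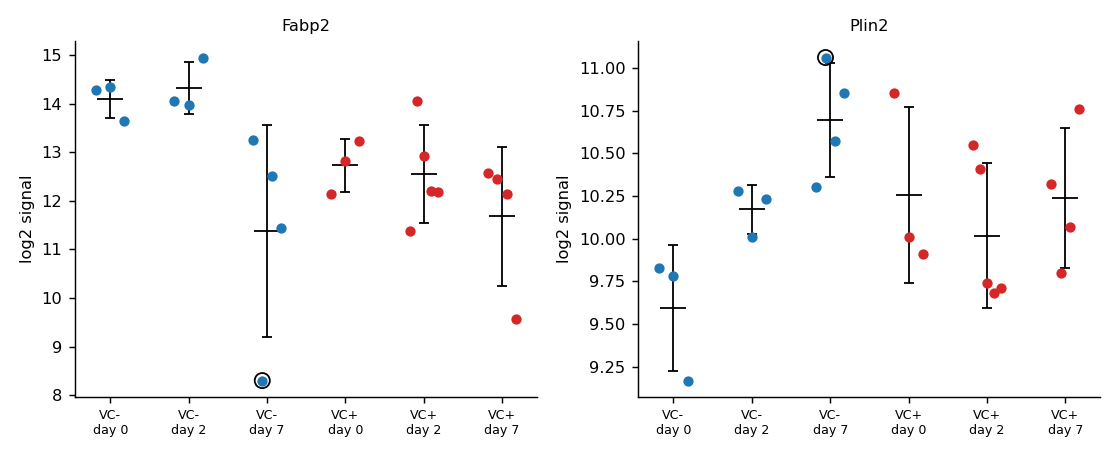
Log2 signal of Fabp2 and Plin2 on each array of VC- and VC+ mice at days 0, 2 and 7 of DSS, with the mean and SD of each group; the open ring is VC- day 7 replicate 2. Fabp2 of VC+ mice lies under that of VC- mice at day 0, and Plin2 of VC- mice lies higher at day 7 than at day 0.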

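After 7 days of DSS the mean signals of Tnf, Il6 and Il1b were higher in VC+ than in VC- mice, by less than the spread between arrays. Il1b had a log2 signal of 9.77 ± 2.54 (SD, n = 4) in VC- and 11.02 ± 1.59 (SD, n = 4) in VC+ mice, a difference of 1.25 (standard error 0.88, adjusted p = 0.457; exact two-sided permutation test, p = 0.457). Il6 (chromosome 5) had 9.47 ± 2.34 and 9.77 ± 2.00, a difference of 0.29 (standard error 0.88, adjusted p = 0.875; exact p = 0.714). The difference in Il1b ran from 0.27 without VC- day 7 replicate 3 to 2.18 without VC- day 7 replicate 2. The sign for Il6 changed without VC- day 7 replicate 1 (-0.17), without VC- day 7 replicate 3 (-0.27) and without VC+ day 7 replicate 4 (-0.67). Without VC- day 7 replicate 2 the difference in Il6 was 1.42. Tnf, which the filter did not keep, had 2.68 ± 0.62 and 3.59 ± 1.34 (SD, n = 4 each), a difference of 0.91 (exact two-sided permutation test, p = 0.2), and lay near the background on most arrays. At day 2 Tnf and Il6 were near the background in both genotypes, where their differences (-0.07 and -0.02) carry no direction, and that of Il1b was -0.69, with exact p of 0.232, 0.214 and 0.0536, and at day 0 the exact p were 0.1, 0.4 and 0.8.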

**Figure 8:**
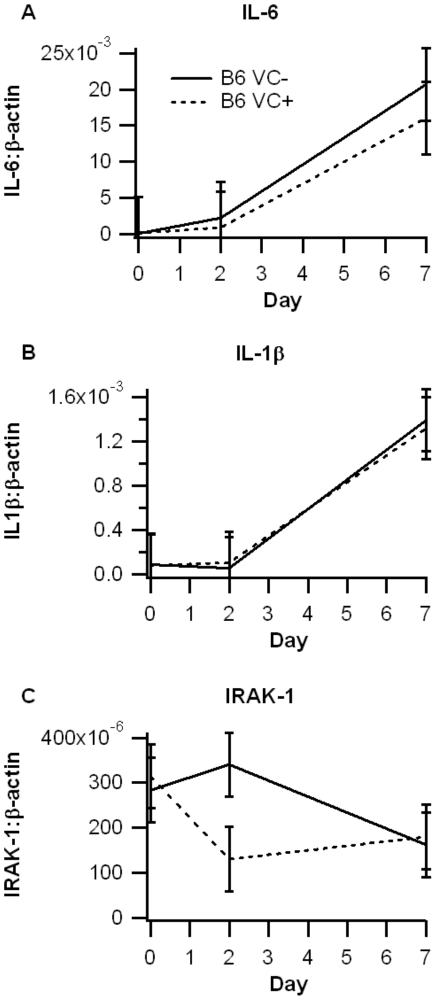
Effect of epithelial cell-specific PPAR γ deletion on target gene expression in colonic mucosa in C57BL/6J mice. Expression of IL-6 (A), IL-1β (B) and IRAK-1 (C) was assessed in the colonic mucosa in PPAR γ flfl; Villin Cre+ (VC+) or PPAR γ flfl; Villin Cre- (VC-) in mice with a C57BL6/J (B6) background. Expression levels were assessed at days 0, 2 and 7 of DSS challenge and normalized relative to the housekeeping gene β-actin. Data are represented as mean ± standard error. There were no statistically significant differences between groups (*P*<0.05).

## Discussion

While PPARs have a well-established role in inflammation [13], the specific contribution of intestinal epithelial cell PPAR γ in IBD is actively under investigation. Adachi et al [12] studied DSS induced colitis in mice with a targeted disruption of PPAR γ function in colonic epithelial cells in a mixed FVB/C57BL6 background. They reported that the lack of endogenous epithelial cell PPAR γ expression in colonic epithelial cells results in increased susceptibility to DSS colitis. Our data demonstrate that there are no differences in clinical parameters of disease between IEC-specific PPAR γ-expressing and null mice in the same interbred genetic background. However, we observe an increased susceptibility to DSS colitis in IEC-specific PPAR γ null mice when the experiment was conducted in a C57BL/6 background, indicating strain-specific differences and suggesting that the Th1- [14] and more pro-inflammatory-prone [15] background may accentuate the role of IEC PPAR γ in regulating mucosal inflammation.

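In response to DSS, the mean signal of Fabp2 moved down further in VC- than in VC+ mice, by less than the spread between arrays. Its log2 fold change from day 0 to day 7 was -2.71 in VC- mice (standard error 0.91, adjusted p = 0.0582) and -1.05 in VC+ mice (adjusted p = 0.689), and neither passed the test. The difference between these responses was 1.67 (standard error 1.28, adjusted p = 0.675), and that between the day 2 responses -0.41 (standard error 1.30). Among the 4 VC- arrays of day 7 the log2 signal ran from 8.30 in replicate 2 to 13.26 in replicate 1. The difference between genotypes at day 7 was 0.31 with all arrays. It was -0.72 without VC- day 7 replicate 2 and 1.01 without VC+ day 7 replicate 4. The size of the difference between the responses thus depends on these arrays. Other fatty acid genes did not follow a single pattern at day 7. Of 38 PPAR target and fatty acid metabolism genes, Angptl4, Lpin1 and Plin2 rose and Retsat fell in VC- mice, with a median of -0.20 where camera's direction was up (adjusted p = 0.857), and none changed in VC+ mice by limma, with a median of -0.14. The calls of Angptl4, Lpin1 and Retsat were lost without VC- day 0 replicate 3 or replicate 2 (adjusted p = 0.104, 0.0626 and 0.104).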

Consistent with the data from Adachi et al. [12], the PPAR γ target Fabp2 (intestinal FABP) is significantly reduced in IEC-specific PPAR γ null mice. 

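Cytokine and chemokine genes rose to a similar extent in both genotypes at day 7. Of 21 inflammatory cytokine and chemokine genes, 14 rose in VC- and 12 in VC+ mice (16 and 17 when adjusted over the list alone), with medians of 3.26 and 3.66. The list was higher than the rest of the genes in VC- mice (camera, adjusted p = 8.22e-13, and adjusted p = 0.156 with an estimated correlation) and in VC+ mice (camera, adjusted p = 1.69e-25, and adjusted p = 0.0108 with an estimated correlation). The difference between the responses had a median of 0.54 (camera, adjusted p = 0.598). Il1b rose by 5.76 in VC- and 7.20 in VC+ mice (interaction 1.44, standard error 1.34, adjusted p = 0.727), and Il6 by 7.33 and 7.63 (interaction 0.31, standard error 1.34, adjusted p = 0.943), and these rises passed the test whichever array was left out. At day 0 Il6 and Cxcl2 were near the background in both genotypes, so their rises are lower bounds and the interaction of Il6 restates its difference at day 7. The neutrophil chemokines Cxcl2 and Cxcl5 rose by 6.54 and 6.74 in VC- mice and by 8.07 and 7.28 in VC+ mice. Of 13 antimicrobial epithelial genes, 4 rose in each genotype, with medians of 1.21 in VC- and 2.11 in VC+ mice (camera, adjusted p = 0.00745 and 2.31e-07, and adjusted p = 0.156 and 0.00144 with an estimated correlation).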

The impact of the IEC-specific PPAR γ deletion on pro-inflammatory cytokine gene expression was more modest in our study when compared to Adachi and colleagues. This is also suggested by the lack of clinical (disease activity, body weight) differences between VC- and VC+ mice in a mixed FVB/C57BL/6 background. However, colonic histopathology results reveal significantly greater leukocyte infiltration and epithelial erosion in IEC-specific PPAR γ null mice on day 7 of DSS challenge. After backcrossing the original FVB/C57BL/6 line nine times and generating VC- and VC+ mice in a pure C57BL/6 background the deficiency of PPAR γin IEC resulted in worsened disease activity, greater weight loss and histological differences, suggesting that the Th1-prone genetic background of C57BL/6 mice is optimal for investigating the contribution of IEC PPAR γ to the pathogenesis of IBD. The mice lacking IEC PPAR γ displayed significantly fewer CD4+IL10+ T cells in the MLN and their macrophages expressed greater amounts of TLR4, the molecular target for LPS, in the spleen. Of note, IL-10-producing CD4+ T cells exert regulatory functions, thereby suggesting that IEC PPAR γ is required for the induction of T cell regulatory responses at the mucosal inductive sites and the prevention of experimental IBD.

While histologically IEC-specific PPAR γ null mice demonstrated characteristic colonic inflammatory lesions after DSS challenge, global transcriptome analysis suggests smaller number of genes being altered in IEC-specific PPAR γ null mice in response to DSS in comparison to T cell-specific PPAR γ null mice [11]. 

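The day 7 response of VC+ mice joined inflammatory genes that rose with crypt base genes that fell. The macrophage receptor subunit Fcer1g rose by 2.88 (adjusted p = 0.00411), the formyl peptide receptor Fpr2 of neutrophils, near the background at day 0, by at least 5.73 (adjusted p = 0.00422) and Ms4a6d of macrophages by 4.06 (adjusted p = 0.00132), all whichever array was left out. Among the falls, Slc34a2, a phosphate transporter (chromosome 5), went from a log2 signal of 8.12 ± 0.88 (SD, n = 3) to 4.08 ± 1.32 (SD, n = 4), a log2 fold change of -4.03 (standard error 1.00, adjusted p = 0.0460). Hhip, a hedgehog antagonist (chromosome 8), went from 7.49 ± 0.11 to 4.20 ± 0.92, a log2 fold change of -3.29 (standard error 0.67, adjusted p = 0.0144). Tnfrsf19, a Wnt target of stem cells (chromosome 14), went from 6.67 ± 1.13 to 3.82 ± 0.20, a log2 fold change of -2.85 (standard error 0.52, adjusted p = 0.00721). Ascl2 and Axin2 fell by 2.09 and 1.36 in VC+ mice, and by 2.19 and 1.45 in VC- mice. Of the 17 crypt base and Wnt target genes, 4 fell in VC+ mice with a median of -0.53, and 6 in VC- mice with a median of -1.02 (6, and 9 with 1 higher, when adjusted over the list alone; camera, adjusted p = 0.000443 and 0.0029, and adjusted p = 0.249 and 0.416 with an estimated correlation). Of 15 goblet cell markers, Klk1 fell in VC+ mice. Ephb3 also fell in VC+ mice, by 1.02 (limma, adjusted p = 0.0483). The calls were lost without 6 of 7 arrays in turn for Slc34a2 and Ephb3, 4 for Hhip, 3 for Axin2 and Klk1, and 2 for Tnfrsf19 and Ascl2 (highest adjusted p = 0.199, for Slc34a2 without VC+ day 0 replicate 2). T cell-specific null mice were not on these arrays.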

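Ranked by camera's preset p for the difference between the day 7 responses of VC+ and VC- mice, proliferation genes came ahead of lysosomal genes. The smallest adjusted p were those of mitosis and DNA replication genes, with pyrimidine metabolism next (median difference 0.73, adjusted p = 4.67e-09), then lysosomal genes, cathepsins (median difference -1.0, adjusted p = 0.00102) and interferon response genes (median difference 1.75, adjusted p = 0.00107). None of these lists passed with an estimated correlation, where the smallest adjusted p among them was 0.468. The order is not independent evidence, since the DNA replication, pyrimidine and lysosome lists hold 11, 15 and 19 genes of the paper's tables, chosen because they changed in VC- mice only. Without the genes of Tables S2 to S6, in a test added after these results were seen, the adjusted p were 1.22e-16 for mitosis, 2.83e-09 for DNA replication, 0.000225 for pyrimidine metabolism and 0.000295 for lysosomal genes by camera's preset test, and 0.512 for each with an estimated correlation. Of 17 tight junction and adhesion genes, Cldn15 fell in VC- mice (median -0.96, camera, adjusted p = 0.0301, and adjusted p = 0.650 with an estimated correlation; the mean of the list was -3.04 on VC- day 7 replicate 2, and -0.18 on the nearest other array of the group), and none was called in VC+ mice (median -0.06). The fall of Cldn15 was lost without 5 of 7 arrays in turn (highest adjusted p = 0.0869, without VC- day 0 replicate 3).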

More specifically, inflammatory cytokines, adhesion molecules, genes involved in glucose homeostasis, apoptosis and protein synthesis are down-regulated in the colonic mucosa of mice lacking PPAR γ in T cells [11], whereas the lysosomal gene expression represents the primary pathway modulated in IEC-specific PPAR γ null mice. On day 7 of DSS challenge, pathway analysis reveals six pathways to be characteristically associated with DSS in PPAR γ-expressing mice only. 

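In VC+ mice few genes of the same lists were called at day 7. Cd68, Gusb and the metal transporter Slc11a1 rose among lysosomal genes (5 when adjusted over the list alone), by 2.90, 1.07 and 2.3. Ctps rose by 2.27 among pyrimidine metabolism genes, Apaf1 by 1.02 among p53 signaling genes, and among amino sugar genes Npl rose by 2.52 and Uap1 fell by 1.15. All these genes had a fold change of the same sign in VC- mice, where Slc11a1 had a log2 fold change of 1.63 (adjusted p = 0.0539). Of the DNA replication genes none was called in VC+ mice, where limma called 159 genes in all and 1250 had an unadjusted p under 0.05. The calls of Cd68, Gusb, Slc11a1 and Apaf1 in VC+ mice were each lost without 5 of 7 arrays in turn (highest adjusted p = 0.166, 0.148, 0.160 and 0.173), that of Uap1 without 3, and those of Ctps and Npl without 1 (highest adjusted p = 0.088, 0.0593 and 0.0515).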

The same analysis applied to IEC-specific PPAR γ null mice does not reveal any characteristic pathway to be altered in this phenotype. 

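Among the 159 genes called in VC+ mice at day 7, lists of immune and wound repair genes were over-represented (one-sided Fisher's exact test, adjusted over the lists). Inflammatory cytokines and chemokines had 12 of 21 genes among them, against 0.4 by chance (odds ratio 80.6, exact adjusted p = 4.39e-15), and macrophage and monocyte markers 11 of 24 (0.4 by chance, odds ratio 50.9, exact adjusted p = 1.08e-12). Neutrophil markers had 4 of 9 (0.2 by chance, exact adjusted p = 0.000113), antimicrobial epithelial genes 4 of 13 (0.2 by chance, exact adjusted p = 0.000455), extracellular matrix and wound repair genes 5 of 26 (0.5 by chance, exact adjusted p = 0.000479) and crypt base and Wnt target genes 4 of 17 (0.3 by chance, exact adjusted p = 0.000955). The lysosome list had 3 of 82 (1.4 by chance, odds ratio 2.16, exact adjusted p = 0.691) and the DNA replication list 0 of 33. Of the 159 genes 108 were also called in VC- mice. Among the 51 genes called in VC+ mice only, the closer match to the paper's selection and a test added after these results were seen, no list was over-represented by the exact test (adjusted p = 1 for each).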

Because the pathways were selected from the genes that were significantly different between two genotypes on day 7 of DSS challenge (as shown in the Venn Diagram on Figure S2), these pathways are differentially modulated by DSS on day 7.

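The difference between the day 7 responses of VC+ and VC- mice was tested for each gene, as an interaction. None of the genes tested passed limma's test (smallest adjusted p = 0.195), and 771 had an unadjusted p under 0.05. Of the genes called in VC- mice only, 266 had an unadjusted p under 0.05 for the interaction, and of those called in VC+ mice only, 22 did. Of the genes called in both genotypes none did, and their smallest adjusted p was 0.583. Without VC- day 7 replicate 1 the interaction was called for 17 genes, and without VC- day 0 replicate 2 or VC+ day 7 replicate 3 for 2. At day 7 itself no gene differed between VC+ and VC- mice by limma (smallest adjusted p = 0.241), where 1291 had an unadjusted p under 0.05, and the count was 1213 without VC- day 7 replicate 1, 74 without VC+ day 7 replicate 3 and 1 without VC- day 7 replicate 2. With array quality weights the interaction was called for 792 genes. The paper selects the pathways from the genes that changed in VC- mice and not in VC+ mice, and reasons from this selection that DSS modulates them differently in the genotypes on day 7.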

Genes of the lysosomal pathway are mostly up-regulated in response to DSS in both VC- and VC+ mice (Figure S3, Table S2), although the magnitude of differential expression (fold-change on day 7 compared day 0) is smaller in VC+ mice. 

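The lysosomal genes called in VC- mice include several whose values did not rise in VC+ mice. The log2 fold change in VC+ mice was -0.09 for the glycosidases Hexa and Man2b1 and 0.01 for the iron transporter Slc11a2, against 0.75, 0.82 and 1.05 in VC- mice. It was 0.56 for Atp6v0a1, 0.36 for Tcirg1 and 0.30 for Psap, of the same sign as in VC- mice. Of the 21 probe sets of Table S2, 15 were positive in both genotypes and 17 had the same sign. Over all 82 genes of the lysosome list, those above 0 at day 7 made up most of the list in VC- mice and fewer than those below 0 in VC+ mice. The rise of Slc11a2 passed the test in VC- mice (adjusted p = 0.0371), and lost it without 5 of 7 arrays in turn (highest adjusted p = 0.164, without VC- day 0 replicate 3).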

A link between IBD and lysosomal alterations have been suggested earlier [16]. More recently, disruption of PPAR γ in mice resulted in focal hyperplasia, accumulation of lysosomes and dysregulation of pathways related to lysosomal maturation in a prostatic cancer model [17], [18]. Cathepsins are lysosomal acid hydrolases whose transcription is enhanced in colonic mucosa in response to dietary DSS. 

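Several cathepsins rose in VC- mice at day 7 and none passed the test in VC+ mice, and for no single cathepsin was this difference shown by limma. Of 13 cathepsins, Ctsa, Ctsb, Ctsc, Ctsd and Ctsz rose in VC- mice (6 when adjusted over the list alone), with a median log2 fold change of 0.75, and 12 were positive. List means per array also cover genes that the filter did not keep, here Ctsg. The mean of the cathepsins on VC- day 7 replicates 1, 2, 3 and 4 was -0.265, 1.27, 0.50 and 0.435. That on replicate 1 lay within the range of day 0 (-0.48 to -0.19). The means of macrophage and monocyte markers were also lowest on replicate 1 and highest on replicate 2 (-0.08, 2.10, 1.01 and 1.35). Ctsd, the aspartic protease of lysosomes (chromosome 7), went from a log2 signal of 9.38 ± 0.30 (SD, n = 3) to 10.84 ± 0.83 (SD, n = 4), a log2 fold change of 1.46 (standard error 0.32, adjusted p = 0.0128), with every day 7 array above every day 0 array. In VC+ mice its log2 fold change was 0.32 (adjusted p = 0.726), and the interaction was -1.14 (adjusted p = 0.580). Ctsb (chromosome 14) went from 7.09 ± 0.35 to 8.79 ± 1.37 in VC- mice, a log2 fold change of 1.70 (standard error 0.52, adjusted p = 0.0429), and changed by 0.54 in VC+ mice. Ctsc, which activates neutrophil proteases (chromosome 7), rose by 1.29 (adjusted p = 0.0296), and had 1.08 in VC+ mice (adjusted p = 0.137). Ctsa and Ctsz rose by 1.23 and 0.94 in VC- mice, against 0.11 and 0.54 in VC+ mice. In VC+ mice the median of the 13 was 0.13, and none was called by limma. The mean on VC+ day 7 replicates 1, 2, 3 and 4 was -0.34, -0.34, 0.30 and 0.38. Replicates 3 and 4 thus lay above and replicates 1 and 2 below the VC+ day 0 arrays (-0.15 to 0.035). The cathepsins were higher than the rest of the genes in VC- mice by camera (adjusted p = 0.000825, and adjusted p = 0.416 with an estimated correlation), and the difference between genotypes was not reached by fry (adjusted p = 0.347) or with an estimated correlation (adjusted p = 0.610). Ctsb, Ctsc, Ctsd and Ctsz are genes of Table S2, chosen because they changed in VC- mice, and without them the 9 others did not pass in VC- mice (camera, adjusted p = 0.0581). Leaving out arrays in turn ended the call of Ctsd for 1 of 7 arrays (adjusted p = 0.0864, without VC- day 0 replicate 3), of Ctsc for 4, of Ctsa for 5, and of Ctsb and Ctsz for 6.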

Lysosome associated membrane proteins 1 and 2 (LAMP 1/2) are involved in phagosome maturation in which lysosomes fuse with late phagosomes leading to removal of endocytosed microbes [19]. Gene expression of LAMP 1/2 is increased on day 7 of DSS challenge, with the increase being higher in VC- mice and also statistically significant.

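Lamp1 (chromosome 8) rose in VC- mice from a log2 signal of 11.75 ± 0.13 (SD, n = 3) at day 0 to 12.37 ± 0.37 (SD, n = 4) at day 7, a log2 fold change of 0.62 (standard error 0.18, adjusted p = 0.0380), and some day 7 arrays lay within the range of day 0. In VC+ mice it went from 12.21 ± 0.11 (SD, n = 3) to 12.03 ± 0.16 (SD, n = 4), a log2 fold change of -0.17 (standard error 0.18, adjusted p = 0.749). The interaction was -0.79 (adjusted p = 0.580). The call in VC- mice was lost without 6 of 7 arrays in turn (highest adjusted p = 0.153, without VC- day 0 replicate 3), and kept only without VC- day 7 replicate 1. Lamp2 has 4 probe sets. The probe set kept by the filter (chromosome X) had a log2 fold change of 0.53 in VC- mice (standard error 0.30, adjusted p = 0.223) and -0.08 in VC+ mice (adjusted p = 0.952), with an interaction of -0.61 (adjusted p = 0.652). The probe set of Table S2 had 1.10 in VC- mice, from 12.12 ± 0.04 (SD, n = 3) to 13.22 ± 0.68 (SD, n = 4), and 0.41 in VC+ mice. The 2 others, which were not tested, went from 11.78 ± 0.10 to 12.83 ± 0.79 and from 11.44 ± 0.30 to 11.69 ± 0.70 in VC- mice, and from 12.03 ± 0.13 to 12.32 ± 0.40 and from 11.50 ± 0.42 to 11.54 ± 0.28 in VC+ mice. With the probe set of the highest mean kept for each gene, the rise of Lamp2 in VC- mice passed the test (adjusted p = 0.0280).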

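MHC class II genes, which present lysosomally processed antigens, changed little at day 7 in either genotype. Of 13 genes of MHC class II presentation, the protease Lgmn rose in VC- mice, with a median log2 fold change of 0.36 (camera, adjusted p = 0.190), and none was called in VC+ mice, with a median of 0.42 (camera, adjusted p = 0.612). The invariant chain Cd74 had log2 fold changes of 0.84 in VC- and 0.59 in VC+ mice, H2-Aa -0.28 and 0.53, H2-Ab1 0.43 and 0.53, and the transactivator Ciita 0.59 and 0.29, all without passing the test (these 4 genes were chosen after their values were seen). The difference between the responses had a median of -0.23 (camera, adjusted p = 0.317). Of 14 genes of MHC class I presentation none was called, with medians of -0.16 in VC- and 0.35 in VC+ mice.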

The lack of PPAR γ in IEC interferes with lysosomal gene expression in response to DSS, potentially leading to altered antigen presentation. Presentation of microbe-derived peptides along with MHC class II molecules to the T cell receptor is a central event in induction of antigen-specific CD4^+^ T cell responses. Analysis of the IBD transcriptome in human subjects [20] revealed up-regulation of genes of immune-response and antigen-presentation, although the mechanism by which classical MHC class II genes exert their influence in IBD is currently unknown [21]. IEC are in contact with intra-epithelial lymphocytes (IELs) and equipped with the machinery for antigen processing and presentation [22]. On the other hand IEC PPAR γ serves an important role in suppressing pro-inflammatory cytokine expression and represents a molecular target of anti-inflammatory commensal bacteria [23]. Since lysosomal degradation represents an essential step in antigen presentation via MHC class II, the finding that the targeted disruption of IEC PPAR γ results in altered expression of lysosomal pathway genes may be indicative of a possible role of IEC PPAR γ in the induction of CD4+ T cell regulatory responses by increasing presentation of commensal bacterial antigens.

In summary, by using an IEC-targeted loss-of-function approach we show that expression of IEC PPAR γ is required for preventing colonic inflammatory lesions, up-regulating lysosomal pathway genes and increasing the production of the anti-inflammatory cytokine, IL-10, by CD4+ T cells in the MLN of mice with experimental IBD.

## Materials and Methods

### Ethics statement

All experimental procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of Virginia Polytechnic Institute and State University (IACUC approval number 08-082-VBI) and met or exceeded requirements of the Public Health Service/National Institutes of Health and the Animal Welfare Act.

### Mouse Genotyping

Intestinal tissue specimens and isolated intestinal epithelial cells were obtained from tissue-specific PPAR γ fl/fl; Villin Cre+ (VC+) and Villin Cre- control mice (VC-) kindly provided by Dr. Frank Gonzalez (NCI, Bethesda, MD). Duodenum, jejunum, ileum, cecum and colon were excised. For cell isolation, the different parts of the intestine were washed with PBS, minced and incubated twice in CMF/FBS/EDTA media at 37°C for 15 minutes. The digest was passed through a nylon mesh and supernatants were collected and centrifuged. Cells were washed and resuspended in lysis buffer. DNA was extracted by using the QIAamp DNA Mini Kit, Blood and Body Fluid Spin Protocol (Qiagen). For whole tissue DNA isolation, each part of the intestine was collected and homogenized and then genomic DNA was extracted by QIAamp DNA Mini Kit, Tissue Protocol (Qiagen). PCR was performed as previously described [8], [12] and PCR amplifications were resolved through ethidium bromide staining on a 2% agarose gel and run at 120 V for 30 minutes. No differences in the expression of the Villin-Cre recombinase or recombination efficiency were found between the intestines of VC+ mice in a mixed FVB/C57BL/6 and the CB57BL/6 backgrounds (data not shown).

### Animal Procedures

PPAR γ flfl; Villin Cre^+^ (FVB VC+, n = 45) and control PPAR γ flfl; Villin Cre^-^ (FVB VC-, n = 42) mice in a mixed FVB/C57BL/6 background [12] were used for these experiments. These mice express a transgenic recombinase under the control of the Villin-Cre promoter. To facilitate more meaningful comparisons with other mouse knockout strains, we backcrossed these mice nine times to a C57BL/6 background and generated B6 VC- (n = 15) and B6 VC+ (n = 15) mice in a C57BL/6 background. The mice were housed at the animal facilities at Virginia Polytechnic Institute and State University in a room maintained at 75° F, with a 12∶12 h light-dark cycle starting from 6:00 AM. Mice were challenged with 2.5% dextran sodium sulfate (DSS), 36,000–44,000 molecular weight (ICN Biomedicals, Aurora, OH) in the drinking water. DSS damages the epithelial barrier leading to colitis with involvement of macrophages and later, T cells [24]. After the DSS challenge mice were weighed on a daily basis and examined for clinical signs of disease associated with colitis (i.e., perianal soiling, rectal bleeding, diarrhea, and piloerection). For the DSS challenge, the disease activity indices and rectal bleeding scores were calculated using a modification of a previously published compounded clinical score. Briefly, disease activity index consisted of a scoring for diarrhea and lethargy (0–3), whereas rectal bleeding consisted of a visual observation of blood in feces and the perianal area (0–4). Mice in the DSS study were euthanized on days 0, 2, and 7 of the DSS challenge by carbon dioxide narcosis followed by secondary thoracotomy and blood was withdrawn from the heart. Spleen and mesenteric lymph nodes (MLN) were scored based on size and macroscopic inflammatory lesions (0–3), excised, and single-cell suspensions were prepared as previously described for flow cytometry [3].

### Histopathology

Colonic sections were fixed in 10% buffered neutral formalin, later embedded in paraffin, and then sectioned (5 µm) and stained with hematoxylin and eosin (H&E) for examination of microscopic lesions and changes in the mucosal architecture. Colons were graded with a compounded histologic score including the extent of (1) leukocyte infiltration, (2) mucosal thickening, and (3) epithelial cell erosion. The sections were graded with a score of 0–4 for each of the previous categories and data were analyzed as a normalized compounded score.

### Immunophenoptying of blood, spleen, and MLN

MLN and spleen-derived cells or whole blood were seeded onto 96-well plates, centrifuged at 4°C at 3000 rpm for 4 minutes, and washed with PBS containing 5% serum and 0.09% sodium azide (FACS buffer). To assess differential monocyte/macrophage subsets, the cells were then incubated in the dark at 4°C for 20 minutes in FcBlock (20 µg/ml; BD Pharmingen), and then for an additional 20 minutes with fluorochrome-conjugated primary antibodies anti-F4/80-PE-Cy5 (5 µg/mL, ebioscience), anti-CD11b-Alexa Fluor 700 (2 µg/mL, eBioscience) and anti-MHC II-PE (2 µg/mL, eBioscience). For lymphocyte subset assessment, cells were incubated with anti-CD4-Alexa Fluor 700 (2 µg/mL; BD Pharmingen), anti-CD8-PerCp-Cy5.5 (2 µg/mL, eBioscience), CD3 PE-Cy5 (2 µg/mL; BD Pharmingen), anti-FoxP3-PE (2 µg/mL, eBioscience), and anti-IL10-PE as previously shown [3]. Flow results were computed with a BD LSR II flow cytometer and data analyses was performed with FACS Diva software (BD).

### Microarray data analysis

After homogenization of colonic tissue, total RNA was extracted and purified using the RNAeasy system according to manufacturer's instructions (Qiagen Valencia, CA). The QIAGEN RNase-free DNase supplement kit was used to ensure that the RNA was free from DNA contamination. RNA was then processed and labeled according to the standard target labeling protocols and the samples were hybridized, stained, and scanned per standard Affymetrix protocols at VBI core laboratory on Mouse 430 2.0 expression arrays (Affymetrix Inc., Santa Clara, CA). All statistical analysis of the data was performed within R statistical environment - Version 2.10.1 [25] using Bioconductor packages. Raw microarray data from CEL files were read with ‘affy’ package [26] and pre-processed by GC-RMA algorithm that performs the three steps: (i) adjustment of the gene expression signal against the background caused by optical noise and non-specific binding, (ii) robust multi-array normalization, and (iii) summarization of the probes belonging to each probe set. At the outset, a non-specific filter using the function nsFilter from bioconductor package ‘genefilter’ was applied to remove non-informative probe sets that displayed low variance across all samples. Differential expression analysis was performed using the package limma [27]. A linear model was fit, using the function lmFit, to the expression data (log-intensities) for each gene. The fitted coefficients were compared (DSS versus No DSS; at two time points, day 2 and day 7) using the function contrasts.fit. Empirical Bayes method [28], [29] was used to borrow information across genes. This has been shown to make the analysis stable for experiments with small number of arrays. P-values obtained for each gene was corrected for multiple comparisons [30] and a cutoff of 0.05 was applied to identify the genes that are significantly differentially expressed between the conditions. Venn Diagrams were drawn using the function vennDiagram to show the number of genes differentially expressed under different conditions. The microarray data (both raw and normalized) have been submitted at the Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/, Series: GSE20621).

### Hypergeometric testing for over-represented pathways

All pathways listed at Kyoto Encylopedia for Genes and Genomes (KEGG) were selected for analysis. Genes that were differentially expressed after 7 days of DSS challenge were subjected to hypergeometric testing, with the function hyperGTest from Category package, for discovery of the over-represented KEGG pathways. This procedure used Fisher's exact test to find association between interesting genes (differentially expressed after 7 days of DSS challenge) and membership to a KEGG pathway. Selected KEGG pathways found to be significantly associated with DSS on day 7 were accessed using the bioconductor package KEGGSOAP. Specific gene nodes on each pathway were ‘painted’ according to the direction of differential expression of that gene on day 7 of DSS treatment: red if up-regulated, green if down-regulated.

### Quantitative Real-Time RT-PCR

Total RNA (1 µg) from colons was used to generate a complementary DNA (cDNA) template using the iScript cDNA Synthesis Kit (Bio-Rad, Hercules, CA) using previously described conditions [8]. Each gene amplicon was purified with the MiniElute PCR Purification Kit (Qiagen) and quantitated on an agarose gel by using a DNA mass ladder (Promega). These purified amplicons were used to optimize real-time PCR conditions and to generate standard curves in the real-time PCR assay. Primer concentrations and annealing temperatures were optimized for the iCycler iQ system (Bio-Rad) for each set of primers using the system's gradient protocol. PCR efficiencies were maintained between 92 and 105% and correlation coefficients above 0.98 for each primer set during optimization and also during the real-time PCR of sample DNA.

Complementary DNA (cDNA) concentrations for genes of interest were examined by real-time quantitative PCR using an iCycler IQ System and the iQ SYBR green supermix (Bio-Rad). A standard curve was generated for each gene using 10-fold dilutions of purified amplicons starting at 5 pg of cDNA and used later to calculate the starting amount of target cDNA in the unknown samples. SYBR green I is a general double-stranded DNA intercalating dye and may therefore detect nonspecific products and primer/dimers in addition to the amplicon of interest. In order to determine the number of products synthesized during the real-time PCR, a melting curve analysis was performed on each product. Real-time PCR was used to measure the starting amount of nucleic acid of each unknown sample of cDNA on the same 96-well plate. Genebank accession numbers used for the forward and reverse primers are as follows: β-actin (X03672) forward 5′CCCAGGCATTGCTGACAGG3′ and reverse5′TGGAAGGTGGACAGTGAGGC3′ ; IL-6 (NM_031168) forward 5′TTTCCTCTGGTCTTCTGGAG3′ and reverse 5′CTGAAGGACTCTGGCTTTGT3′; IL-1β (NM_008361) forward GGGTCGGACTGTTTCTAAGTC3′ and reverse 5′CTTGGCCGAGGACTAAG3′; IRAK-1 (NM_008363) forward 5′CGCCAAGCACTTCTTGTACGA′3 and reverse 5′GATCAAGGCCGCGAACT3′.

### Statistics

Flow cytometry, disease activity, pathology and real-time RT-PCR data were analyzed as a repeated measures 3×2 factorial arrangement within a completely randomized design. To determine the statistical significance of the model, analysis of variance (ANOVA) was performed using the general linear model procedure of Statistical Analysis Software (SAS), and probability value (*P*) <0.05 was considered to be significant. When the model was significant, ANOVA was followed by Fisher's Protected Least Significant Difference multiple comparison method.

## Supporting Information

Figure S1 Venn diagram showing number of genes differentially expressed on day 2 of Dextran Sodium Sulfate (DSS) challenge. The number inside each circle refers to number of genes differentially expressed on 2nd day of DSS challenge (compared to control, i.e., day 0), for each genotype VC-, VC+. The number inside overlapping region of two circles refers to the number of genes that are common to both genotypes. The number on the bottom right corner corresponds to genes that are not differentially expressed.
(0.05 MB TIF) Click here for additional data file.

Figure S2 Venn diagram showing number of genes differentially expressed on day 7 of Dextran Sodium Sulfate (DSS) challenge. The number inside each circle refers to number of genes differentially expressed on 7th day of DSS challenge (compared to control, i.e., day 0), for each genotype VC-, VC+. The number inside overlapping region of two circles refers to the number of genes that are common to both genotypes. The number on the bottom right corner corresponds to genes that are not differentially expressed.
(0.05 MB TIF) Click here for additional data file.

Figure S3 Lysosomal genes differentially expressed on day 7 of DSS challenge in VC- mice. The pathway diagram from KEGG has been colored according to the direction of change in gene expression. Significantly up-regulated genes are colored in red.
(0.59 MB TIF) Click here for additional data file.

Figure S4 DNA replication (KEGG) genes differentially expressed on day 7 of DSS challenge in VC- mice. The pathway diagram from KEGG has been colored according to the direction of change in gene expression. Significantly down-regulated genes on day 7 in VC- mice are colored in green.
(0.62 MB TIF) Click here for additional data file.

Figure S5 Genes of the KEGG pathway "Aminosugar and nucleotide sugar metabolism" are differentially expressed on day 7 of DSS challenge in VC- mice. The pathway diagram from KEGG has been colored according to the direction of change in gene expression. Significantly up-regulated genes on day 7 in VC- mice are colored in red; down-regulated in green.
(0.65 MB TIF) Click here for additional data file.

Figure S6 Genes of the KEGG pathway "Pyrimidine metabolism" are differentially expressed on day 7 of DSS challenge in VC- mice. The pathway diagram from KEGG has been colored according to the direction of change in gene expression. Significantly down-regulated genes on day 7 in VC- mice are colored in green; up-regulated in red.
(0.57 MB TIF) Click here for additional data file.

Figure S7 Genes of the KEGG "p53 Signaling Pathway" are differentially expressed on day 7 of DSS challenge in VC- mice. The pathway diagram from KEGG has been colored according to the direction of change in gene expression. Significantly up-regulated genes on day 7 in VC- mice are colored in red; down-regulated in green.
(0.31 MB TIF) Click here for additional data file.

Table S1 KEGG pathways modulated on day 7 of DSS challenge in VC- mice. A total of 877 genes, transcriptionally affected on day 7 of VC- (but not VC+) mice, were subjected to hypergeometric testing and revealed enrichment (over-representation) of six KEGG pathways. The first and last columns correspond to the KEGG identifier and name of the pathway, respectively. The second and third columns (Pvalue, OddsRatio) report that there is good association between DSS challenge and the KEGG pathway in VC- mice. The ExpCount records the expected number of genes in the selected gene list to be found at the KEGG pathway, which is exceeded by the actual Count (fifth column). Sixth column (Size) corresponds to the total number of genes in the pathway.
(0.01 MB XLS) Click here for additional data file.

Table S2 Lysosomal genes differentially expressed on day 7 of DSS challenge in VC- mice. Log fold-change in gene expression on day 7 after DSS challenge in VC- and VC+ mice. Degree of differential expression of these genes is statistically significant for VC- mice (suggested by asterisk). Corresponding fold changes in VC+ mice are not statistically significant. Most of the genes are up-regulated in VC- mice.
(0.02 MB XLS) Click here for additional data file.

Table S3 DNA replication (KEGG) genes differentially expressed on day 7 of DSS challenge in VC- mice. Log fold-change in gene expression on day 7 after DSS challenge in VC- and VC+ mice. Degree of differential expression of these genes is statistically significant for VC- mice (suggested by asterisk). Corresponding fold changes in VC+ mice are not statistically significant. The genes are down-regulated in VC- mice.
(0.02 MB XLS) Click here for additional data file.

Table S4 Genes of the KEGG pathway "Aminosugar and nucleotide sugar metabolism" are differentially expressed on day 7 of DSS challenge in VC- mice. Log fold-change in gene expression on day 7 after DSS challenge in VC- and VC+ mice. Degree of differential expression of these genes is statistically significant for VC- mice (suggested by asterisk). Corresponding fold changes in VC+ mice are not statistically significant.
(0.02 MB XLS) Click here for additional data file.

Table S5 Genes of the KEGG pathway "Pyrimidine metabolism" are differentially expressed on day 7 of DSS challenge in VC- mice. Log fold-change in gene expression on day 7 after DSS challenge in VC- and VC+ mice. Degree of differential expression of these genes is statistically significant for VC- mice (suggested by asterisk). Corresponding fold changes in VC+ mice are not statistically significant. The genes are mostly down-regulated in VC- mice.
(0.02 MB XLS) Click here for additional data file.

Table S6 Genes of the KEGG "p53 Signaling Pathway" are differentially expressed on day 7 of DSS challenge in VC- mice. Log fold-change in gene expression on day 7 after DSS challenge in VC- and VC+ mice. Degree of differential expression of these genes is statistically significant for VC- mice (suggested by asterisk). Corresponding fold changes in VC+ mice are not statistically significant.
(0.02 MB XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

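Gene expression in colonic tissue was measured on 22 Affymetrix mouse expression arrays, 1 per sample, from VC- mice, which express PPAR γ in the intestinal epithelium, and VC+ mice, in which Villin Cre deletes it there, at day 0 (without DSS), day 2 and day 7 of 2.5% DSS. The 6 groups hold 3, 3 and 4 arrays of VC- mice and 3, 5 and 4 of VC+ mice. The authors extracted RNA from homogenized colonic tissue, read the arrays with the affy package in R 2.10.1 and processed them with GC-RMA, so the values are log2 signals that are corrected for background and normalized across arrays. The authors then filtered genes with nsFilter, fitted linear models with limma for DSS against no DSS at each day, and tested KEGG pathways by hypergeometric tests. The paper's text does not name the versions of the packages. The range of the values, their medians per array and the fold changes of the paper's tables were checked against this description. No arrays are identical, and the correlation of 2 arrays was computed as 0.9035 to 0.9961. The mean correlation of an array with its own group, which cannot have been taken over the same values, was lower. It was 0.83, 0.7432, 0.8661 and 0.8841 on VC- day 7 replicates 1, 2, 3 and 4, and 0.9059 or more on every other array. VC- day 7 was thus the least uniform group. The number of arrays limits the precision.

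The table holds 45101 probe sets, of which 35890 are listed in the annotation and 34958 carry a single gene symbol. The 9211 unlisted probe sets and the 932 with several symbols were left out. The gene was known to the RefSeq table for 34754 single-gene probe sets, and chromosomes come from the annotation. For each of 18194 genes the probe set with the largest interquartile range was kept, and the genes in the upper 50% by interquartile range, 9097 in number, were tested, following the defaults of nsFilter. A linear model with 6 group means was fitted with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation. The comparisons were day 2 and day 7 against day 0 within each genotype, VC+ against VC- at each day, and the interaction (the response of VC+ mice minus that of VC- mice) at days 2 and 7. P-values were two-sided and adjusted by Benjamini-Hochberg within each comparison, with a threshold of 0.05. The replicate numbers were not used as pairs, since not every pair with the same number correlated above 0.1 after removing group means. Of pairs with the same number 18 of 48 did, against 36 of 152 others (mean 0.084 and -0.027), and 13 of 22 arrays correlated best with an array of their own number, so a weak link stays open. The Figure 7 genes were also compared by exact two-sided permutation tests, adjusted over 15 comparisons.

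Before the data were examined, 34 gene lists were written from general knowledge, with the paper at hand, together with the comparisons, the tests and the alternative settings. They cover lysosome, cathepsins, DNA replication, mitosis, p53 signaling, pyrimidine metabolism, amino sugar and nucleotide sugar metabolism, markers of neutrophils, macrophages and monocytes, T cells, B and plasma cells, colonocytes, goblet cells, enteroendocrine cells, smooth muscle, enteric neurons and glia, fat tissue, pancreas, blood and small intestine, and genes of MHC class I and class II presentation, inflammatory cytokines and chemokines, interferon response, antimicrobial epithelial response, PPAR targets and fatty acid metabolism, crypt base and Wnt targets, tight junction and adhesion, extracellular matrix and wound repair, posterior Hox genes, unfolded protein response, oxidative phosphorylation, hypoxia and sex-linked genes. The lists of the pathways in Tables S2 to S6 hold nearly all genes that those tables name, which the study chose because they changed in VC- mice, so the counts of these lists in VC- mice are partly fixed beforehand. Lists were tested with camera at a preset correlation of 0.01 between genes and again with an estimated correlation, and with fry, which asks whether the genes of a list move in 1 direction on balance. The list p-values were adjusted over the lists. The mean of a list on an array also covers its genes that the variance filter did not keep. Over-representation of the lists among called genes was tested by one-sided Fisher's exact test with the genes tested as background. The KEGG pathways themselves were not used here.

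Genes are named by a rule set at the same time. They are every gene the paper names, including the genes of Tables S2 to S6, whose values count as seen; for day 7 in each genotype the 10 largest rises and falls among called genes with all day 7 arrays on the same side of day 0; every called gene of a comparison that calls 10 or fewer and the 10 largest of the others; and for each list up to 4 called members with the largest change and the members the paper names. Markers of pancreas, Xist and Hoxb13 are named as properties of the arrays, and were chosen after their values were seen.

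The procedure was tested on simulated data with the same groups, where 50 genes were changed per size at day 7 in VC- mice. Of these it recovered 40% at a log2 change of 1, 88% at 2, 94% at 4 and 100% at 6, with 0 in the wrong direction, and called 9 of the unchanged genes. The interaction was recovered for 8%, 56%, 90% and 94%. With no change simulated it called 0 genes. This does not carry over to the real arrays, which can hold structure between samples. There the median over the other splits of the VC- day 0 and day 7 arrays was 0 genes, but 1 split called 2848.

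The alternatives were no variance filter; a filter on low signal (a mean log2 signal of at least 5 in a group); all probe sets; the probe set with the highest mean; a fit of only the groups compared; trend and robust empirical Bayes; quantile normalization again; array quality weights; adjustment over all contrasts together; a log2 fold change of at least 1; the replicate number as a block; leaving out each array in turn; lists without the genes of Table S2; and every other probe set for the Figure 7 genes. Added after seeing the data were a term for Xist signal, a fit of arrays without Xist signal (log2 Xist at or under 8), a term for Hoxb13 signal, a fit without the 3 arrays with Prss2 signal (log2 above 8), the over-representation of the lists among genes called in VC+ mice only, and camera on the lists without every gene of Tables S2 to S6. The disease scores, histology, flow cytometry and RT-PCR of the paper were not analysed here. The labels do not give the strain background of the mice on the arrays.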

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

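Of the tests in this part, the exchange of genotype labels for the difference between counts, the fits of arrays without Xist and without the 3 arrays with Prss2 signal, the Hoxb13 comparisons and the comparisons of Prss2 with DSS were chosen only after the results were seen. Chance alone marks about 1 in 20 groups of arrays as holding an array far from the others. Here 12 of 123 groups did, against 6.2 by chance.

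The excess of genes changed at day 7 in VC- mice (963) over VC+ mice (159) depends on a few arrays and on the model, since with only the groups compared in the fit, and all their arrays kept, the counts were 3 and 46. Without VC- day 7 replicate 2, the count in VC- mice was 384 and that in VC+ mice 353, a ratio of 1.088, so that this array may carry part of the excess. It is not the only one: without VC- day 0 replicate 3, 63 genes were called in VC- mice only, 69 in VC+ mice only and 64 in both, and without the 3 arrays with Prss2 signal the counts were 177 and 190. Leaving out any other single array of days 0 and 7 kept the excess. Genes in VC- only and VC+ only then numbered from 175 and 54 (without VC- day 0 replicate 2) to 2449 and 61 (without VC- day 7 replicate 1). With a term for Hoxb13 the counts were 525 in VC- and 167 in VC+ mice, a smaller excess. The sex of the mice, all day 7 arrays lacking Xist signal, stays open as a cause. Among arrays without Xist an excess remained (48 and 2, a ratio of 24), but the counts are small. That fit leaves 2 day 0 arrays in each genotype and keeps VC- day 0 replicate 3 and VC- day 7 replicate 2, so it cannot decide. A smaller response in VC+ mice cannot be told apart from a chance difference: 10 of 100 exchanges of genotype labels within days gave a difference between counts as large as the real 804, and 25 one as large in either direction, with 2355 the highest and -2011 the lowest of the others, and no gene passed limma's interaction test (771 at an unadjusted p under 0.05).

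At day 2 Acaa1b, Slc16a9, Fabp1 and Slc35e3 were lower in VC+ than in VC- mice, by -6.34 (a bound, as Acaa1b was near the background on 4 of 5 VC+ day 2 arrays), -3.14, -2.56 and -2.00, a comparison the paper does not report. Position along the colon stays open, as Hoxb13 is low on all VC- day 2 arrays: with a term for Hoxb13 the median difference went from -2.85 to -2.53 (ratio 0.888) and the calls ended as the standard errors grew, for Acaa1b from 1.06 to 1.24 with -5.26 (adjusted p = 0.670). Loss of PPAR γ activity in VC+ epithelium may also lower such genes. The 38 PPAR target and fatty acid metabolism genes had a median difference of -0.46, with an adjusted p of 0.463 by camera with an estimated correlation. By group mean, the 4 genes were higher in VC- mice at day 2 than at days 0 and 7. Acaa1b had 9.26 against 2.58 and 2.84, Fabp1 6.78 against 4.34 at both, and Slc16a9 8.01 against 5.16 and 4.84. For these genes VC+ day 2 (2.93, 4.21 and 4.88) lay near the VC- levels of the other days. Slc35e3 had 7.81 against 6.86 and 6.45, and 5.81 in VC+ mice at day 2. Acaa1b was 7.87 and 7.94 on VC+ day 7 replicates 1 and 2. The explanations cannot be told apart with these arrays. Against position, on each of the 9 other arrays with Hoxb13 under 4 all 4 genes lay below every VC- day 2 array. The gap was narrow for Acaa1b (at most 7.94 against at least 8.02 on VC- day 2 arrays) and Fabp1 (5.41 against 5.52). It was wider for Slc16a9 (6.81 against 7.19) and Slc35e3 (6.52 against 7.29). Acaa1b was 4.86 on the VC+ day 2 array with low Hoxb13 (replicate 2), which goes with position. It was 2.4 to 2.5 on the other VC+ day 2 arrays. Only 1 of the 9 arrays is from day 2, and Hoxb13 near the background does not tell positions apart. Leaving out arrays in turn ended the calls for 6 of 8 arrays for Acaa1b (adjusted p = 0.349 without VC- day 2 replicate 2), 2 for Slc35e3 (0.0953 without VC- day 2 replicate 2) and 1 each for Slc16a9 (0.122 without VC- day 2 replicate 3) and Fabp1 (0.146 without VC- day 2 replicate 2), and the count of 4 became 250 without VC- day 2 replicate 1, 1 and 2 without replicates 2 and 3, and 19 without VC+ day 2 replicate 2.

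Prss2 signal was high in VC- day 0 replicate 3, VC- day 7 replicate 2 and VC+ day 7 replicate 4. Pancreas tissue in these samples is a candidate source: of 7 other pancreas markers, at least 85.7% lay 4 or more above the median of the other arrays on each of the 3, with Ctrb1 at 13.05, 15.21 and 11.13 against 2.38, and Cpb1 at 13.86, 14.38 and 11.32 against 2.28. Regulation by DSS was argued against for VC- day 0 replicate 3, which had no DSS and a Prss2 signal of 14.81, and cannot be told apart for the 2 day 7 arrays, where 6 of the 8 day 7 arrays lack the signal but the arrays are few. The mean of the pancreas list was 9.09 on VC- day 7 replicate 2 (nearest other -1.16) and 5.57 on VC+ day 7 replicate 4 (nearest other -1.50), each far from its group.

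VC- day 7 replicate 2 also lay far below its group in epithelial lists. Its mean was -0.99 for amino sugar and nucleotide sugar metabolism (nearest other -0.10), -2.58 for colonocyte markers (0.00), -3.82 for goblet cell markers (-0.38) and -3.04 for tight junction and adhesion genes (-0.18). VC- day 7 replicate 3 lay above its group in PPAR target and fatty acid metabolism genes (0.48, nearest other -0.34) and in fat tissue markers (0.25, nearest other -1.21). Tnf was high on VC- day 7 replicate 4 (3.61, nearest other 2.39). VC+ day 7 replicate 3 was high in smooth muscle markers (-0.10, nearest other -1.10) and blood markers (0.34, nearest other -0.26). Fabp2 was low on VC+ day 7 replicate 4 (9.56, nearest other 12.15).

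The day 2 response differed between genotypes for Slc16a9 (-4.41, adjusted p = 0.0486, lost without 8 of 14 arrays in turn, highest adjusted p = 0.198 without VC- day 0 replicate 3) and for Agr3 (2.19). For Agr3 this restates its difference at day 0 (-1.95), a comparison the paper does not report, since its signal in VC+ mice was near the background at both days (2.47 and 2.60).

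For VC+ mice at day 7, only the real split of the 35 called as many genes (159, highest other 109). This is the smallest share that these splits allow, and it argues against chance. For VC- mice at day 7 chance was not excluded by the splits (963 genes, 2 of 35 splits as large, highest other 2848). The split with 2848 genes sets VC- day 7 replicate 1 with the day 0 arrays and points to a structure of the samples. Of the 963 genes, 108 were also called on the separate VC+ arrays, against 16.8 by chance, with 0 in opposite directions. This argues against chance for these 108 genes, and leaves it open for the 855 called in VC- mice only. Chance was not excluded for VC+ mice at day 2 (5 genes, 4 of 56 splits, highest other 92) or for VC+ against VC- at day 2 (4 genes, 3 of 56 splits, highest other 385), where splits with many times the real count point to a structure of the samples. For VC+ against VC- at day 7 (0 genes, 35 of 35 splits, highest other 2002) and for the day 7 interaction (0 genes, 100 of 100 exchanges, highest other 339) the test decides nothing, since any split gives at least 0 genes, while the splits with many genes point to the same kind of structure, with VC- day 7 replicate 1 beside 3 VC+ arrays in the split with 2002 genes. For the day 2 interaction 4 of 100 exchanges were as large (2 genes), a share under 0.05 in 1 of several such tests, and the highest other gave 251. Both genes, Slc16a9 and Agr3, had an adjusted p of 0.0486 by limma. They lost the call without 8 and 10 of 14 arrays in turn. Chance was thus not excluded there. The splits were too few for a share under 0.05 for VC- mice at day 2 (1 gene, 4 of 10 splits, highest other 13) and for VC+ against VC- at day 0 (1 gene, 1 of 10 splits, highest other 0).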

How the results depend on the processing

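The settings with a term for Xist, only arrays without Xist, a term for Hoxb13 and without the 3 arrays with Prss2 signal were chosen after seeing the data. Counts are given in the order of the comparisons, and the cause of a change was not tested except where the setting leaves out arrays or tests other genes.

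Quantile normalization again, trend and robust empirical Bayes, the low-signal filter and the highest-mean probe set left the day 7 counts within 1.5 times, at 959, 977, 998 and 866 genes in VC- and 141, 149, 136 and 158 in VC+ mice. Quantile normalization again moved the median of all genes at day 7 in VC- mice to -0.11, from -0.09. No difference between genotypes in Plin2, Fabp2, Il6 or Il1b changed its side of the threshold under a setting that tested it; Tnf was not kept by the filter and has no such value. These genes have no other single-gene probe set, so that alternative gave no value. Irak1 rose in VC- mice at day 7 (0.76, adjusted p = 0.0243), and reversed with the probe set of the highest mean (-0.17, adjusted p = 0.536).

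Without the variance filter, 3 genes changed in VC- and 8 in VC+ mice at day 2, and 580 and 80 at day 7. Of these 524 were in VC- only, 24 in VC+ only and 56 in both. The interaction gave 1 gene at day 7 and 0 at day 2, and 3 genes differed at day 0. Among lysosome genes 1 fell in VC- and 1 rose in VC+ mice, 5 DNA replication genes fell in VC- mice, and 11 probe sets of Table S2 and 5 of Table S3 were called. With all probe sets, 2 genes changed at day 2 in VC- and 2 in VC+ mice, 2 differed at day 0, 4 lysosome probe sets fell in VC- mice, 1 rose in VC+ mice and 17 DNA replication probe sets fell. The low-signal filter gave 0 and 3 genes at day 2, 0 for the day 2 interaction and 0 at day 0. The highest-mean probe set gave 0 for the day 2 interaction. Trend and robust empirical Bayes gave 3 genes in VC+ mice at day 2 and 0 for the day 2 interaction.

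With only the groups compared in the fit, which leaves fewer arrays for the spread, 8 and 48 genes changed at day 2 in VC- and VC+ mice, 3 and 46 at day 7 (1 in VC- only, 2 in both), and 1 gene differed at day 2. Then 0 lysosome genes rose and 0 fell in VC- mice, and 0 rose in VC+ mice. In this fit 0 DNA replication genes fell, and 0 probe sets of Table S2 and 0 of Table S3 were called. The counts at day 2 rose while those at day 7 fell, so fewer arrays alone do not account for the change. The fit of 6 groups takes 1 spread per gene from all groups. VC- day 7 was the least uniform of them, so its standard errors and p-values in that fit may be too small.

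With array quality weights, 3 and 1287 genes changed at day 2 and 2223 and 1509 at day 7 (1720 in VC- only, 1006 in VC+ only, 503 in both). The interaction gave 792 genes at day 7 and 340 at day 2, and 686, 11 and 1592 genes differed at days 0, 2 and 7. Then 31 lysosome genes rose and 1 fell in VC- mice, 10 rose and 5 fell in VC+ mice, and 23 DNA replication genes fell in VC- and 3 rose in VC+ mice. With adjustment over contrasts together, 9 and 19 genes changed at day 2, 267 in VC- mice at day 7 (192 in VC- only), 0 for the day 2 interaction, 7 lysosome genes rose and 1 fell, 3 DNA replication genes fell, and 6 probe sets of Table S2 and 3 of Table S3 were called. At a log2 fold change of at least 1, 10 lysosome genes rose, 7 DNA replication genes fell, and 9 probe sets of Table S2 and 7 of Table S3 were called.

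With the replicate number as a block, 0 genes changed in VC+ mice at day 2, 370 and 75 at day 7 (315 in VC- only, 20 in VC+ only, 55 in both), 0 for the day 2 interaction, and 0 and 0 differed at days 0 and 2. Then 6 lysosome genes rose in VC- and 0 in VC+ mice, 3 DNA replication genes fell, 6 probe sets of Table S2 and 3 of Table S3 were called, and the DNA replication list in VC+ mice had an adjusted p of 0.0851 by camera.

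With an estimated correlation, camera's adjusted p was 0.299 for the lysosome list in VC- mice, 0.416 for DNA replication in VC- mice, 0.901 in VC+ mice, and 0.468 for the difference of either list between genotypes. Camera's adjusted p without the genes of the paper's tables, for all that have a single-gene probe set there, stayed on its side of the threshold for both lists. Without every gene of Tables S2 to S6, chosen after seeing the data, the cathepsins lost their call in VC- mice (adjusted p = 0.0581).

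With a term for Xist, 633 and 99 genes changed at day 7 (565 in VC- only, 31 in VC+ only, 68 in both), 1 lysosome gene rose in VC+ mice, 6 DNA replication genes fell in VC- mice, and 11 probe sets of Table S2 and 6 of Table S3 were called. With only arrays without Xist, fewer samples remained: 0 and 0 genes changed at day 2, 48 and 2 at day 7 (46 in VC- only, 0 in VC+ only, 2 in both), 0 for the day 2 interaction, and 0 and 0 differed at days 0 and 2. No lysosome gene rose or fell in VC- mice (0 and 0) or rose in VC+ mice (0), 0 DNA replication genes fell, and 0 probe sets of Table S2 and 0 of Table S3 were called. With a term for Hoxb13, 3 genes changed in VC+ mice at day 2, 525 in VC- mice at day 7 (428 in VC- only), the day 7 interaction gave 1, 0 genes differed at day 2, 1 lysosome gene and 4 DNA replication genes fell, and 10 probe sets of Table S2 and 4 of Table S3 were called. Without the 3 arrays with Prss2 signal, 0 and 8 genes changed at day 2, 177 in VC- mice at day 7 (74 in VC- only, 87 in VC+ only), 0 for the day 2 interaction, 0 at day 0 and 1 at day 7 differed, 5 lysosome genes rose and 0 fell in VC- mice, 5 rose in VC+ mice, 0 DNA replication genes fell, and 3 probe sets of Table S2 and 0 of Table S3 were called. Of these 177 genes 168 were also called with all arrays, and 78.0% were higher at day 7, against 52.2% of the 963.

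Each array of the groups compared was left out in turn. The lowest and highest counts were 1 to 3 and 0 to 19 at day 2 in VC- and VC+ mice, 127 to 2599 and 53 to 209 at day 7, 63 to 2449 in VC- only, 7 to 213 in VC+ only and 46 to 150 in both. Without VC- day 7 replicate 2, an array outside the VC+ comparison, the day 7 count in VC+ mice was 353. The interaction gave 0 to 17 genes at day 7 and 0 to 38 at day 2, and 0 to 3, 1 to 250 and 0 to 1213 genes differed at days 0, 2 and 7. Lysosome genes that rose in VC- mice numbered 3 to 35, those that fell 0 to 3, and those that rose in VC+ mice 0 to 3. DNA replication genes that fell numbered 0 to 22, and 1 to 17 probe sets of Table S2 and 0 to 11 of Table S3 were called. The largest counts in VC- mice came without VC- day 7 replicate 1 and the smallest without VC- day 0 replicate 3, and in VC+ mice at day 2 the largest (19) came without VC+ day 0 replicate 1.

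Over the named genes, 1778 values with an array left out gave 1225 on the same side of the threshold, 550 that lost the call and 3 that gained it. Values near the background limit genes of low signal such as Tnf, where 41.7% of all values lie under 3.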

Differences from the paper's values

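All values set against those of the paper use its threshold of 0.05. Of 126 fold changes of Tables S2 to S6, 126 equal the values here to 2 decimals (largest difference 5e-05). The counts here are 1 and 5 genes at day 2, 1014 at day 7, 855 in VC- mice only, 51 in VC+ mice only and 108 in both, and the paper's are 1, 5, 1020, 877, 38 and 105. None of these differs by more than 1.5 times. The settings chosen after seeing the data are named as such below.

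The paper states that Fabp2 was significantly lower in VC+ than in VC- mice. Here the difference was -1.36 at day 0 and -1.77 at day 2, with exact p of 0.1 and 0.0714 and limma's adjusted p of 0.876 and 0.414 (unadjusted 0.176 and 0.0554). The direction is that of the paper at both days, and no setting called the gene. The paper reports this under real-time RT-PCR, but its methods list no primers for Fabp2. Whether the assay is the same as here, where the values are from the arrays, thus stays open. For RT-PCR the paper used analysis of variance with Fisher's least significant difference, so the test also differs from those here.

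The paper states that the genes behind the pathways differed significantly between the genotypes on day 7. Here 0 genes passed limma's interaction test at day 7 and 771 had an unadjusted p under 0.05. Array quality weights, set before the data were examined, called 792, the fit without variance filter 1, and the Hoxb13 term, chosen after seeing the data, 1. At day 7 itself 0 genes differed between genotypes by limma (1291 unadjusted), and array quality weights called 1592. Of the 21 probe sets of Table S2, 9 had an unadjusted p under 0.05 for the interaction.

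The paper states that lysosomal membrane proteins LAMP 1 and 2 increased on day 7 and more so in VC- mice. Here Lamp1 rose in VC- mice by 0.62 and had -0.17 in VC+ mice, and Lamp2 had 0.53 in VC- mice (adjusted p = 0.223) and -0.08 in VC+ mice. The probe set of Lamp2 that the paper lists had 1.10 and 0.41, another, not tested, went from 11.78 to 12.83 and from 12.03 to 12.32, and with the highest-mean probe set kept for each gene, set before the data were examined, Lamp2 was called in VC- mice (adjusted p = 0.0280).

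The paper states that lysosomal genes form the main pathway altered in null mice. Here 3 of the 82 lysosome genes were called in VC+ mice, the list had a median of -0.02 there, and the difference between genotypes had smaller camera p for mitosis, DNA replication and pyrimidine metabolism genes than for lysosome genes (adjusted p = 3.75e-17, 1.22e-16 and 4.67e-09 against 5.88e-07). With an estimated correlation none of these lists passed (smallest adjusted p = 0.468), and the DNA replication, pyrimidine and lysosome lists hold genes of the paper's tables in different shares, so the order is not independent evidence (0.000225 for pyrimidine against 0.000295 for lysosome genes without those of the tables, in a test chosen after seeing the data). For the over-representation in VC- mice only, macrophage markers had the smallest exact adjusted p (0.00094 against 0.00105 for the lysosome list).

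The paper states that most lysosomal genes rose in both genotypes. Over the 21 probe sets of Table S2, 15 were positive in both genotypes and 2 negative in both, and over the 82 genes of the list 62 were positive in VC- and 39 in VC+ mice. For Plin2 at day 7, Fabp2 at days 0 and 2, and Il6, Il1b and Tnf at day 7 the direction is that of the paper, while at day 2 the mean of Il1b was lower in VC+ mice (-0.69), and Il6 and Tnf were near the background in both genotypes.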

Other observations

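No test in this part was chosen after the result was seen, and the lists are those written at the start; the 4 genes that differ between genotypes at day 2 are weighed among the results for a closer look.

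At day 2 the response of smooth muscle, T cell and antigen presentation genes differed between genotypes by camera's preset test, and not with an estimated correlation. Of 14 smooth muscle markers all were higher in VC+ mice relative to VC- mice, with a median interaction of 1.66 (camera, adjusted p = 3.83e-11, and adjusted p = 0.147 with an estimated correlation; 0 called, 7 when adjusted over the list alone). T cell markers had a median interaction of -2.80 over 6 genes (camera, adjusted p = 5.89e-05, and adjusted p = 0.0761 with an estimated correlation; fry, adjusted p = 0.0458), and MHC class II genes -1.58 over 13 (adjusted p = 3.46e-06 and 0.0761). Posterior Hox genes had a median of 2.88 over 5 genes (adjusted p = 0.00894 and 0.0761). PPAR target and fatty acid metabolism genes had -0.59 over 38 (adjusted p = 9.81e-06 and 0.255). In VC+ mice alone the smooth muscle markers had 0.90, extracellular matrix genes 1.20 and B and plasma cell markers -1.84, none with a called gene, and with adjusted p of 0.175, 0.276 and 0.144 with an estimated correlation. No gene of these lists was called by limma in the interaction, where 588 genes had an unadjusted p under 0.05.

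At day 7 the remaining lists, with the median log2 fold change in VC- and then VC+ mice, showed few called genes. Goblet cell markers had -1.60 and -1.12 (Creb3l1 and St3gal6 fell in VC- mice), colonocyte markers -1.04 and -0.33 (Slc26a3 fell), interferon response genes -2.16 and -0.92 (Oas2 fell), fat tissue markers -2.73 and -0.49 (Pck1 and Thrsp fell), and hypoxia genes 0.34 and 0.45 (Pfkfb3 and Egln3 rose and Pfkfb4 and Pdk1 fell in VC- mice, and Egln3 rose in VC+ mice, where camera gave an adjusted p of 0.00244, and 0.0376 with an estimated correlation). Smooth muscle markers had -0.56 and -0.79 (Synpo2 fell in VC- mice). None was called by limma among T cell markers (0.29 and -0.41), B and plasma cell markers (-0.94 and -0.90), enteroendocrine markers (-0.32 and -1.42), enteric neuron and glia markers (0.81 and -0.35), small intestine markers (0.30 and -0.77), posterior Hox genes (-0.76 and -0.24), unfolded protein response genes (-0.15 and -0.07), oxidative phosphorylation genes (-0.52 and -0.17) and sex-linked genes (1.42 and 1.95), where over all genes 2946 and 1250 had an unadjusted p under 0.05. The pancreas and blood lists had 1 tested gene each, with -2.90 and -4.03 and with 1.58 and 0.23, and no list test. Without VC- day 0 replicate 3 the calls of Creb3l1, St3gal6, Oas2, Pck1, Thrsp, Slc26a3, Pdk1, Pfkfb3 and Pfkfb4 were lost (adjusted p = 0.0962 for Oas2 to 0.198 for Pdk1), and without VC- day 0 replicate 2 those of Synpo2 (adjusted p = 0.0802) and Egln3 (adjusted p = 0.106). The call of Egln3 in VC+ mice was lost without VC+ day 0 replicate 3 (adjusted p = 0.204).

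At day 7 the mitosis genes were higher in VC+ than in VC- mice, with a median of 1.83, 0 called over all genes and 32 when adjusted over the list alone (camera, adjusted p = 1.82e-19, and adjusted p = 0.552 with an estimated correlation). An array of each group stood apart: the mean of the list was 1.19 on VC- day 7 replicate 1, near the 1.62, 1.22 and 1.34 of VC+ replicates 1, 2 and 4, and -0.32 on VC+ day 7 replicate 3.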
